# Spatial heterogeneity of bone marrow endothelial cells unveils a distinct subtype in the epiphysis

**DOI:** 10.1038/s41556-023-01240-7

**Published:** 2023-10-05

**Authors:** Takahito Iga, Hiroshi Kobayashi, Dai Kusumoto, Tsukasa Sanosaka, Nobuyuki Fujita, Ikue Tai-Nagara, Tomofumi Ando, Tomoko Takahashi, Koichi Matsuo, Katsuto Hozumi, Kosei Ito, Masatsugu Ema, Takeshi Miyamoto, Morio Matsumoto, Masaya Nakamura, Hideyuki Okano, Shinsuke Shibata, Jun Kohyama, Kevin K. Kim, Keiyo Takubo, Yoshiaki Kubota

**Keywords:** Body patterning, Bone development

## Abstract

Bone marrow endothelial cells (BMECs) play a key role in bone formation and haematopoiesis. Although recent studies uncovered the cellular taxonomy of stromal compartments in the bone marrow (BM), the complexity of BMECs is not fully characterized. In the present study, using single-cell RNA sequencing, we defined a spatial heterogeneity of BMECs and identified a capillary subtype, termed type S (secondary ossification) endothelial cells (ECs), exclusively existing in the epiphysis. Type S ECs possessed unique phenotypic characteristics in terms of structure, plasticity and gene expression profiles. Genetic experiments showed that type S ECs atypically contributed to the acquisition of bone strength by secreting type I collagen, the most abundant bone matrix component. Moreover, these cells formed a distinct reservoir for haematopoietic stem cells. These findings provide the landscape for the cellular architecture in the BM vasculature and underscore the importance of epiphyseal ECs during bone and haematopoietic development.

## Abstract (web summary)

Iga et al. perform single-cell RNA sequencing and identify a distinct bone marrow endothelial cell subtype that contributes to the acquisition of bone strength and offers a distinct haematopoietic stem cell niche.

## Main

Blood vessels are necessary for the development and maintenance of organs throughout our bodies. They provide oxygen and nutrients to parenchymal cells in each tissue and secrete paracrine molecules, known as angiocrine factors, which drive cell differentiation and tissue morphogenesis^1–3^. This vascular function is mediated by organ-specific endothelial cells (ECs), the cellular and molecular heterogeneity of which have been intensively studied using single-cell transcriptomic technologies^4,5^.

Bone marrow endothelial cells (BMECs) play a central role in the spatiotemporal relationship between angiogenesis and osteogenesis, referred to as angiogenic–osteogenic coupling^6–10^. They also serve as a stem cell niche component that supports the self-renewal and differentiation of haematopoietic stem and progenitor cells (HSPCs)^11–14^. Recent studies utilizing single-cell RNA sequencing (scRNA-seq) uncovered the cellular taxonomy of stromal compartments in the bone marrow (BM)^15,16^, which enhanced our understanding of cell-to-cell interactions governing bone metabolism as well as life-long haematopoiesis. However, information about the spatiotemporal and functional composition of BMECs is limited and this must be analysed in more detail.

In the present study, we profiled BMECs isolated from mouse femurs using scRNA-seq and defined their heterogeneity. The data uncovered an unrecognized capillary subtype, termed type S (secondary ossification) ECs, exclusively existing in the epiphysis, the end of long bones^17,18^. Type S ECs possess unique phenotypic characteristics, which contributed to the maintenance of bone strength and constituted a distinct HSPC niche. Our findings provided the landscape for the cellular architecture in the BM vasculature and enhanced our understanding of the fundamental mechanism regulating osteogenesis and haematopoiesis.

## Results

### Spatial heterogeneity of transcriptomes in BMECs

As an initial step to explore the heterogeneity of BMECs, we conducted droplet-based scRNA-seq of CD31^+^CD45^−^ BM cells isolated from three surgically separated fragments of femurs, diaphyses, metaphyses and epiphyses of postnatal day 11 (P11) mice (Fig. 1a and Extended Data Fig. 1a–c). 

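CD31 is an adhesion molecule of endothelial cells and CD45 a marker of leukocytes, so the sorted CD31+CD45- fraction is enriched for ECs. Each fragment gave 1 droplet library, and the paper states that 20 mice were used for the 3 libraries together. The deposited files hold counts of unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) per gene and cell barcode, made by the authors with Cell Ranger 3.0.2 on the mouse build mm10 according to the submitters' processing notes. The epiphysis library held 155 barcodes with 716668 UMIs and a median of 4766 UMIs per barcode. The metaphysis library held 843 barcodes, 9068347 UMIs and a median of 8276, and the diaphysis library 2273 barcodes, 12620798 UMIs and a median of 3604. Values for the epiphysis therefore rest on far fewer cells and UMIs than the others. The median mitochondrial share of UMIs per barcode was 0.900% in the epiphysis, 4.63% in the metaphysis and 4.67% in the diaphysis, and ribosomal protein genes took 21.5%, 17.0% and 13.4% of the UMIs. In 485 barcodes (14.8% of all), the same barcode was also present in another library with more UMIs there, and 389 of these lesser copies lay in the diaphysis library, 96 in the metaphysis library and 0 in the epiphysis library. Barcodes with at least 200 genes (3233 in all) were merged without integration and clustered in Seurat with the genes that the paper names for collagens, osteogenic factors, niche factors, VEGF receptors and type S ECs left out of the variable features, so that these could be compared between clusters. UMIs were then summed per cluster and scaled to 1000000 UMIs (CPM). With 1 library per fragment there are no replicates and no difference between fragments was tested. The 95% intervals given (exact Poisson for CPM, exact binomial for shares of cells, exact conditional for ratios) cover counting error only, and a cluster that comes mostly from 1 library may reflect that library as well as a cell type.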

Using the Uniform Manifold Approximation and Projection (UMAP) of cells, we defined 11 EC clusters, including arterial, venous and capillary ECs, with few contaminations of osteoblasts (OBs)/mesenchymal stromal cells (MSCs)^15,19^, erythroid cells and myeloid cells (Fig. 1b–d) based on known markers^4,5,20,21^. 

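The clustering gave 14 clusters, of which 11 passed the floor set on the summed level of 14 endothelial marker genes such as Cdh5 and Emcn. Of these, 9 were taken as endothelial, and clusters 1 and 5 were set apart by their leading mitochondrial and haemoglobin genes. Clusters 0, 2, 9 and 12 were sinusoidal-like (1197 cells, 1165 of them from the diaphysis), with stress genes such as Fosb and Jun leading cluster 2 and interferon-induced genes such as Cxcl9 and Cxcl10 leading cluster 9. Cluster 6 (168 cells, 119 from the metaphysis) was arterial-like, led by Eln, which encodes elastin, and the gap junction gene Gja4, and it also held the venous marker Vwf. No separate venous cluster could be named. Cluster 7 (162 cells) was led by cell division genes such as Cdc20 and Cenpf. Cluster 5 (194 cells, 1 from the epiphysis) was led by haemoglobin genes, with the replication genes Top2a and Rrm2 also among its 10 leading genes, but a UMI of Hbb-bs was in 23.7% of its cells and one of Cdh5 in 81.4%, so most of its barcodes held endothelial RNA. The other clusters were myeloid-like (cluster 8, 126 cells, led by the neutrophil genes S100a8 and S100a9), osteoblast-, MSC- or mural-like (cluster 10, 71 cells, led by Col1a1, Col1a2 and Col2a1), lymphoid-like (cluster 13, 43 cells, led by the B cell genes Ighm and Vpreb3) and a cluster led by mitochondrial genes (cluster 1, 501 cells). Cluster 3 (384 cells) was endothelial but stayed unnamed, and it was shallow, with a median of 1165 UMIs. Of its barcodes, 217 were lesser copies. It held 68 of the 155 epiphysis barcodes, 65 from the metaphysis and 251 from the diaphysis. Among other clusters, lesser copies were 65 of the 162 barcodes of cluster 7 and 40 of the 168 of cluster 6. They were 43 of the 194 of cluster 5 and 23 of the 71 of cluster 10. The thresholds of this naming were set after the clusters had been seen.

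**Figure D1:**
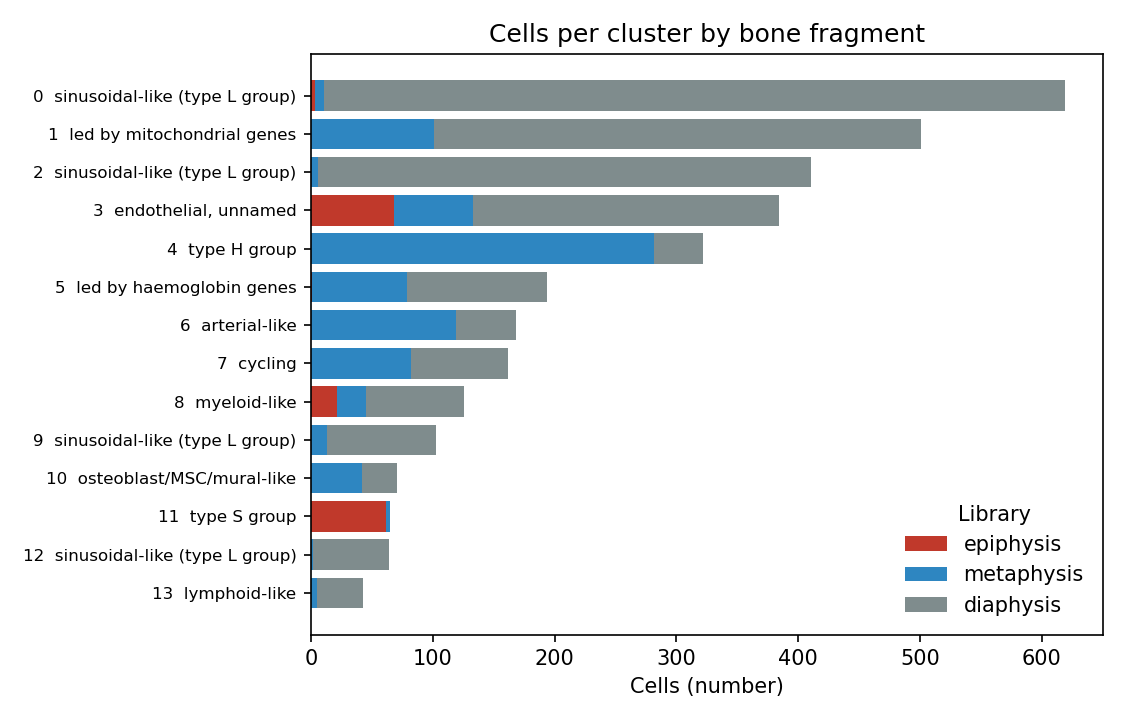
Number of cells (horizontal axis) in each of the 14 clusters (vertical axis), coloured by the library of the bone fragment. Epiphysis barcodes lie mainly in cluster 3 (68 cells) and cluster 11 (62 cells).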

Type H and type L ECs have been histologically characterized as specialized capillary populations predominantly existing in the metaphysis and diaphysis, respectively^22,23^. 

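Cluster 4 (322 cells) drew 282 cells from the metaphysis and 40 from the diaphysis and had the deepest barcodes of the capillary clusters, with a median of 13821.5 UMIs. It was led by Apln, Kcne3, Lamb1 and Cd34, genes of sprouting tip cells, together with the basement membrane genes Col18a1 and Lama4. Aplnr, the apelin receptor, stood at 1174 CPM there and at 619 CPM in the sinusoidal-like clusters (log2 ratio 0.92, 95% interval 0.87 to 0.98). Cluster 4 was chosen partly for having more Aplnr than these clusters, so the direction of this ratio follows from the choice. Kitl, which encodes stem cell factor, was at 116 against 6.46 CPM in the sinusoidal-like clusters (log2 ratio 4.17, 3.78 to 4.59). Cluster 4 is taken as the counterpart of type H ECs and the 4 sinusoidal-like clusters as that of type L ECs, but 4 tip cell markers and 0 type H markers were among the 10 leading genes of cluster 4, so it is compared by its number. No diaphyseal cluster without sinusoidal markers could be named.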

For capillary EC clusters, based on the spatial origin and known markers^14,24^, we assigned one cluster to type H ECs and five clusters to type L ECs (Fig. 1b–e). 

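Stab2, an endocytic scavenger receptor of sinusoidal endothelium, lies on chromosome 10 of mm10 (86841198 to 87008025). It reached 1758 CPM in the sinusoidal-like clusters and 98.1 CPM in cluster 4 (log2 ratio of cluster 4 over the sinusoidal-like clusters -4.16, 95% interval -4.30 to -4.03). Vcam1, a leukocyte adhesion molecule on chromosome 3 (116109949 to 116129688), stood at 1331 and 109 CPM (log2 ratio -3.61, -3.74 to -3.48). The sinusoidal-like clusters were chosen for their levels of these genes, so the direction of both ratios follows from the choice. Within the sinusoidal-like clusters, Stab2 ranged from 944 CPM in cluster 12 to 2142 CPM in cluster 2. The arterial-like cluster held 6.12 CPM of Stab2. Cluster 11, the epiphyseal cluster, held 256 CPM of Stab2 (in 76.9% of its cells) and 159 CPM of Vcam1, between cluster 4 and the sinusoidal-like clusters (log2 ratio over cluster 4 1.38, 1.08 to 1.68, and 0.54, 0.16 to 0.90).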

Type L ECs were divided into sinusoidal (SEC) and non-sinusoidal (non-SEC) ECs based on known SEC markers such as *Stab2* and *Vcam1*. 

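Pecam1, which encodes CD31, stood at 784 CPM in cluster 4, 496 CPM in the sinusoidal-like clusters and 540 CPM in the epiphyseal cluster 11 (65 cells). Emcn, which encodes endomucin, was at 1524, 645 and 1787 CPM in the same order, so it was lowest in the sinusoidal-like clusters (log2 ratio of cluster 4 over these 1.24, 95% interval 1.19 to 1.29). Efnb2, the gene of the arterial ligand ephrin-B2, was at 68.8 CPM in cluster 4 and 24.0 CPM in the sinusoidal-like clusters (log2 ratio 1.52, 1.27 to 1.78). Sox17, an arterial transcription factor, was at 58.6 and 40.7 CPM (log2 ratio 0.53, 0.30 to 0.76). Cluster 4 was chosen partly by having more of both genes than the sinusoidal-like clusters, so only the size of these differences is a result. In cluster 11 these genes stood at 52.1 CPM (Efnb2) and 74.8 CPM (Sox17), and their ratios over cluster 4 were within counting error of no difference (log2 ratio -0.40, -1.08 to 0.21, and 0.35, -0.21 to 0.88). The arterial-like cluster had the highest level of both, 289 CPM of Efnb2 and 297 CPM of Sox17.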

Although transcription of *Pecam1* and *Emcn*, which are immunohistochemical markers of type H ECs, did not strikingly differ among capillary subtypes, expression of type H markers such as *Efnb2* and *Sox17* (ref. ^14^) was highest in the capillary cluster annotated as type H ECs (Fig. 1e). 

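Cluster 11 held 65 cells, 62 of them from the epiphysis, 3 from the metaphysis and 0 from the diaphysis, so 95.4% of its cells came from the epiphysis library (95% interval 87.1% to 99.0%). The 3 metaphysis barcodes were lesser copies of diaphysis barcodes. The doublet caller marked 46 of the 65 cells, and these were kept. Its leading genes were Ly6c1, Gja4, Igll1, Ly6a, Tbxa2r and Ramp3. Against the sinusoidal-like clusters, all 8 sinusoidal markers were lower in cluster 11, which for Stab2 and Vcam1 follows from how those clusters were chosen, but not for others such as Adamts5 (log2 ratio -3.88, -4.27 to -3.51) and Mrc1 (-3.13, -3.54 to -2.75). Against cluster 4, however, 7 of the 8 were higher in cluster 11 (median 0.69), and between all endothelial cells of the epiphysis and metaphysis libraries all 8 were higher in the epiphysis (median 1.46, 7 beyond counting error). Of the 133 epiphysis barcodes in endothelial clusters, 62 (46.6%, 37.9% to 55.5%) lay in cluster 11 and 68 in the shallow, unnamed cluster 3. This share was 97.8% when lesser copies were left out before clustering, an alternative chosen after the data were seen, in which such clusters still held 8 metaphysis and 2 diaphysis barcodes among 141 cells, and 0% both at Louvain resolution 0.4 and without the barcodes called doublets, where no endothelial cluster had most of its cells from the epiphysis. Cluster 11 had a ribosomal protein share of 22.8% and a mitochondrial share of 0.754%, against 18.7% and 4.04% in cluster 4.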

Intriguingly, we identified a unique non-SEC capillary population, distinct from any other ECs, which exclusively originated from the epiphysis. The development of this area is called the secondary ossification centre (SOC), and is the reason why we named this EC population type S ECs (Fig. 1c, cluster 8). 

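Ly6a, which encodes stem cell antigen 1, and Ly6c1, which encodes a related membrane protein, lie in the Ly6 gene family cluster on chromosome 15 of mm10 (74994877 to 74998031 and 75044018 to 75048830), where close paralogs may share reads. Ly6a stood at 571 CPM in cluster 11 (95% interval 503 to 646) and 115 CPM in cluster 4 (105 to 125), a log2 ratio of 2.32 (2.10 to 2.53). Ly6c1 stood at 805 CPM (723 to 893) and 232 CPM (218 to 246), a log2 ratio of 1.80 (1.62 to 1.97). Over the sinusoidal-like clusters the log2 ratios were 2.64 (2.43 to 2.84) for Ly6a and 3.89 (3.69 to 4.09) for Ly6c1. The arterial-like cluster was close to cluster 11, with 679 CPM of Ly6a and 755 CPM of Ly6c1. A UMI of Ly6a was present in 84.6% of the cells of cluster 11 and 49.4% of those of cluster 4. After thinning each cell to 2000 UMIs, which left out 2 and 5 cells, these shares were 54.0% (40.9% to 66.6%) and 17.7% (13.6% to 22.3%). Among the myeloid-like cells of the metaphysis and diaphysis, led by neutrophil genes and so not thought to express Ly6a, 0.952% had a UMI of it (median depth 9119 UMIs, against 6783 in cluster 11). All 21 epiphysis barcodes of the myeloid-like cluster, however, had a UMI of Ly6a (71.4% after thinning, median depth 5372 UMIs, 525 CPM), and all of them also held Cdh5. These barcodes thus held endothelial RNA as well and give no background free of ECs. In the epiphysis barcodes of the shallow, unnamed endothelial cluster 3, Ly6a CPM was 0.785 times that of cluster 11 (0.570 to 1.06), where Cdh5 was 1.13 times and the neutrophil gene S100a8 3.41 times. Thinning each cell, which also gives cells equal weight, lowered the log2 ratio of Ly6a over cluster 4 to 1.60 (1.09 to 2.10). The cause of this fall was not tested.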

By extracting genes upregulated in type S ECs compared with all EC clusters, *Ly6a* and *Ly6c1*, which are highly expressed in arterial ECs (AECs)^16^ and type H ECs^14^, were the no. 1 and no. 8 ranked upregulated genes in terms of the average log(fold-change) (log(FC)) (Fig. 1f and Supplementary Table 1). Intriguingly, *Col1a1* and *Col1a2*, both of which encode type I collagen, were also upregulated in type S ECs (Fig. 1f,g, Extended Data Fig. 1d and Supplementary Table 1), although feature plots of these genes showed that they were most highly expressed in OBs/MSCs (Fig. 1g). This atypical expression of type I collagen genes suggested that type S ECs play a distinct angiocrine role during osteogenesis. 

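Col1a1 and Col1a2 encode the chains of type I collagen and lie on chromosome 11 (94936224 to 94953042) and chromosome 6 (4504814 to 4541544) of mm10. Col1a1 stood at 576 CPM in cluster 11 (95% interval 507 to 651) and 18.4 CPM in cluster 4 (14.8 to 22.7), a log2 ratio of 4.97 (4.61 to 5.33). Col1a2 stood at 351 CPM (298 to 411) and 12.6 CPM (9.58 to 16.2), a log2 ratio of 4.81 (4.37 to 5.26). The sinusoidal-like clusters held 3.96 and 5.89 CPM and the arterial-like cluster 22.4 and 16.3 CPM. In the osteoblast-, MSC- or mural-like cluster the same genes reached 40961 and 19005 CPM. A UMI of Col1a1 was present in 86.2% of the cells of cluster 11 (57.1% after thinning to 2000 UMIs) and 21.1% of those of cluster 4 (4.10% after thinning). It was present in 4.76% of the myeloid-like cells of the other fragments, which should lack the gene, but in 90.5% of the 21 epiphysis barcodes of the myeloid-like cluster, all of which also held a UMI of the endothelial gene Cdh5 (median depths 9119 and 5372 UMIs). Barcodes of cluster 11 also held RNA of other cell types: 612 CPM of the neutrophil gene S100a8, 862 CPM of the haemoglobin gene Hbb-bs and 166 CPM of the B cell gene Cd79a, against 10.7, 7.32 and 0.418 CPM in cluster 4. The osteoblast genes Bglap and Ibsp stood at 29.5 and 31.7 CPM, against 0.628 and 1.88 CPM. Whether the collagen UMIs were transcribed in these cells cannot be read from the counts alone.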

The other collagen genes were diversely expressed in type S, type H and type L ECs (Fig. 1h). 

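Among cluster 11, cluster 4 and the sinusoidal-like clusters, 4 of 8 collagen genes that the paper plots had their highest level in cluster 11 and 4 in cluster 4. Of these 3 groups, cluster 4 had the most Col4a1 and Col4a2, the main chains of basement membrane collagen, at 3390 and 1700 CPM, against 1791 and 1113 CPM in cluster 11 (log2 ratio of cluster 11 over cluster 4 -0.92, 95% interval -1.03 to -0.82, and -0.61, -0.75 to -0.48). Col5a2, a chain of fibril-forming type V collagen, was at 68.0 CPM in cluster 11 and 96.5 CPM in cluster 4, within counting error of each other (log2 ratio -0.50, -1.09 to 0.03), and at 14.2 CPM in the sinusoidal-like clusters. Col5a1 was higher in cluster 11 (log2 ratio over cluster 4 3.44, 1.32 to 5.56), from only 5 UMIs in each. The cartilage collagen gene Col2a1 had 6 UMIs in cluster 11 and 26 in cluster 4 (log2 ratio 1.32, -0.25 to 2.64). Over all endothelial cells it stood at 124 CPM in the epiphysis and 6.03 CPM in the metaphysis. Of the 73 UMIs behind the epiphysis value, 67 lay in 4 of the 68 epiphysis barcodes of cluster 3. Col3a1 was not detectable at this depth in cluster 11, where 0 UMIs were counted, and had 7 UMIs in cluster 4 and 2 in the sinusoidal-like clusters. The arterial-like cluster, left out of this ranking, had higher levels of Col4a1 (3638 CPM), Col4a2 (2041 CPM), Col5a2 (200 CPM) and Col3a1 (8.16 CPM).

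**Figure D2:**
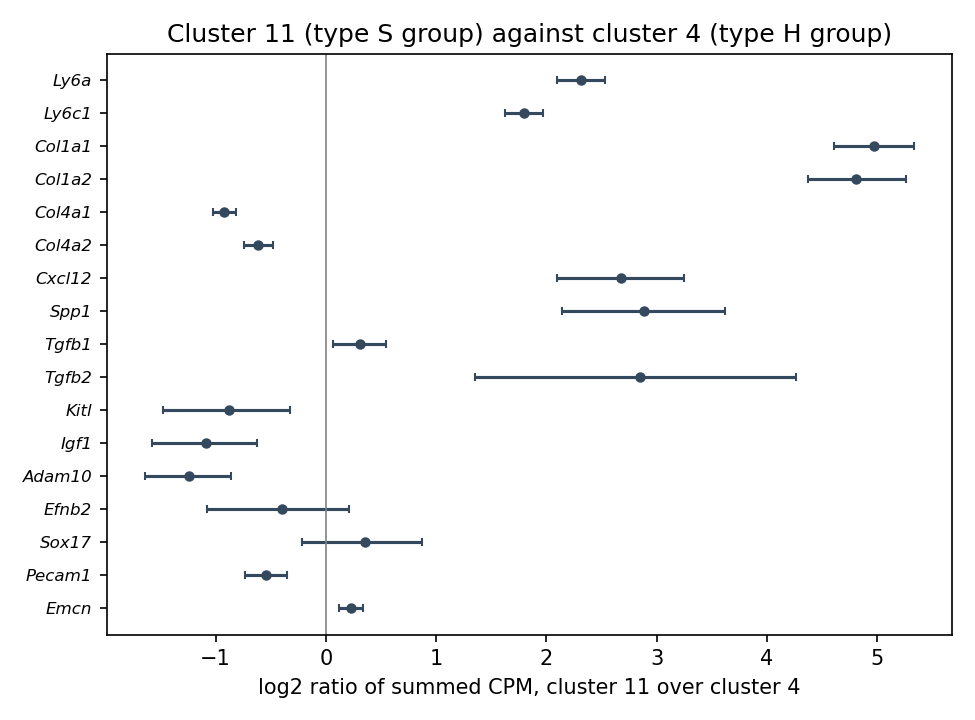
Log2 ratio of summed CPM in cluster 11 over cluster 4 (horizontal axis) for a selection of the genes named by the paper (vertical axis), with 95% counting intervals as bars. Col1a1 (4.97) and Col1a2 (4.81) lie farthest to the right, and Adam10 (-1.24) lies farthest to the left among the genes shown. Genes with 0 UMIs in cluster 11, such as Bmp4, have no log ratio and are not shown.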

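Genes of the integrin and matrix lists, fixed before the data were examined, were mostly lower in cluster 11 than in cluster 4. Of 11 measured integrin genes, whose products anchor cells to the extracellular matrix, 9 were lower (5 beyond counting error), among them Itga2 (log2 ratio -2.22, 95% interval -2.90 to -1.61), Itga6 (-1.70, -2.11 to -1.32) and Itgb1 (-1.39, -1.61 to -1.18), while Itga3 was higher (1.51, 0.58 to 2.35). The median of this list was -1.34, at percentile 0.40 of the medians of 10000 random lists matched on expression. Of 12 basement membrane genes, 8 were lower, such as the nidogen gene Nid1 (-1.44, -1.77 to -1.13) and the laminin gene Lama4 (-1.27, -1.66 to -0.90), whereas Lama5 (1.28, 0.66 to 1.86) and Lamb2 (1.17, 0.62 to 1.69) were higher (median -0.82, percentile 0.390 of such random lists). The median over all measured genes was -0.19. Of 15 measured genes of collagen processing, 7 were higher and 8 lower (median -0.03, percentile 52.1), 1 and 2 of them beyond counting error. The genes behind the paper's networks are not listed in its text, and the networks were not rebuilt here.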

Ingenuity Pathway Analysis (IPA) uncovered the top four networks represented by differentially expressed genes in type S ECs, including growth factor signalling (network 2) and integrin–extracellular matrix interaction (network 4) (Extended Data Fig. 1e). Flow cytometric analysis of isolated CD31^+^CD45^−^ BM cells confirmed that type S ECs were characterized by Ly6a^high^Ly6c^high^ expression on their surface (Fig. 1i). Immunohistochemistry confirmed that Ly6a expression was higher in type S ECs than in type H ECs (Fig. 1j). These data demonstrate that type S ECs possess unique phenotypic characteristics, although some of them overlap with those of type H ECs and AECs.

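Cluster 11 shared part of its profile with the arterial-like cluster. All 8 measured arterial markers were higher in cluster 11 than in cluster 4 (4 beyond counting error), led by Gja4, the gap junction protein connexin 37, at 184 against 5.65 CPM (log2 ratio 5.02, 95% interval 4.38 to 5.71) and the Notch target Hey1 (2.55, 1.46 to 3.58), and the median of the list was 1.18 (percentile 100 of random lists matched on expression). But cluster 4 leaves out the arterial-like cells, 119 of them from the metaphysis, and between all endothelial cells of the epiphysis and metaphysis libraries 3 of 10 arterial markers were higher and 7 lower in the epiphysis (median -0.24). All 10 arterial markers measured against the arterial-like cluster were lower in cluster 11 (median log2 ratio -2.95), which follows in part from naming that cluster by such markers. Of 9 tip cell markers, 6 were lower than in cluster 4 (2 beyond counting error), such as Apln (-1.71, -2.32 to -1.16), with a median of -1.30 (percentile 0.380), yet 6 of the 7 measured were higher than in the sinusoidal-like clusters (median 2.20), such as Cd34 (4.18, 3.91 to 4.45). Of the genes of cell division, 11 of 12 were higher than in cluster 4 (median 1.54, percentile 100), among them Top2a (2.72, 2.08 to 3.35) and Mki67 (1.56, 0.86 to 2.21). But dividing cells of the metaphysis (82) and diaphysis (80) had formed cluster 7, with 0 from the epiphysis, and so were not in cluster 4. Of the 162 barcodes of cluster 7, 65 were lesser copies, so fewer dividing cells may stand behind these counts. Between all endothelial cells of the epiphysis and metaphysis libraries, 5 of these 12 genes were higher and 7 lower in the epiphysis (median -0.52), and with cluster 5 counted as endothelial 1 was higher and 11 lower (median -0.78). RNA of blood cells and their precursors, such as Igll1 and Camp, was raised in cluster 11 as well. The epiphysis is represented by 1 library, so these differences cannot be separated from differences between libraries.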

**Fig. 1:**
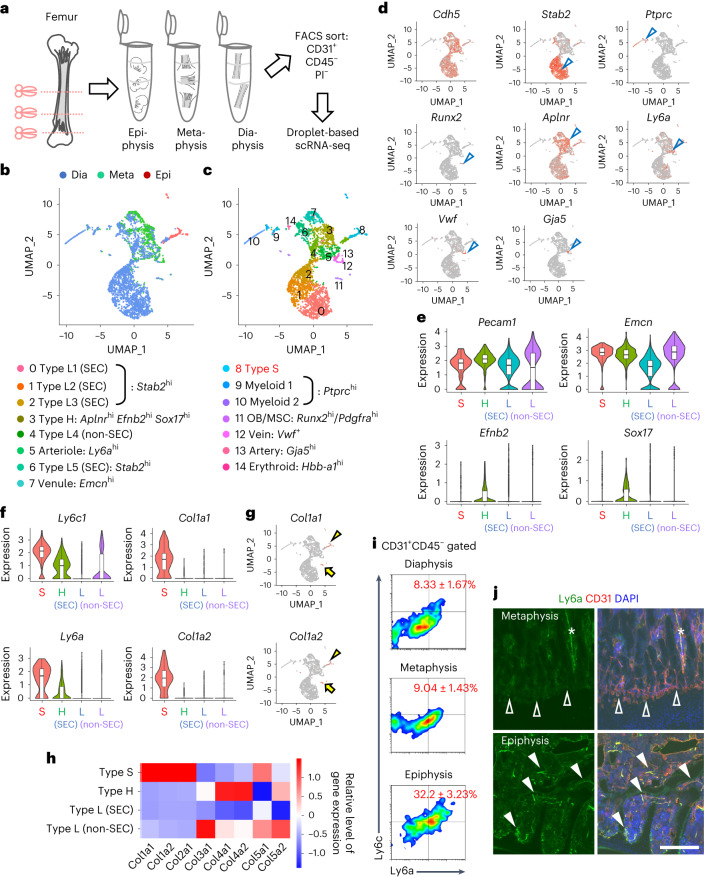
Spatial heterogeneity of transcriptomes in BMECs. **a**, Schematic diagram depicting the strategy for scRNA-seq of BMECs. **b**–**d**, Feature plots of BMECs of three bone fragments and clustering based on the expression of canonical endothelial subtype markers. Dia, diaphysis; Epi, epiphysis; Meta, metaphysis. **b**, Feature plot showing all cells derived from three datasets (epiphysis, metaphysis and diaphysis). **c**, Feature plot showing all cells derived from three datasets (epiphysis, metaphysis and diaphysis) with annotation for each cluster. **d**, Feature plots showing expression of marker genes with enriched expression for each endothelial cluster. The arrowheads in **d** indicate clusters represented by each marker. **e**, Violin plots showing the expression of pan-endothelial and type H markers. **f**, Violin plots showing the expression of genes enriched in type S ECs. **g**, Feature plots of BMECs. *Col1a1* and *Col1a2* genes are highly expressed in type S ECs (arrowheads), although their expression is highest in OBs/MSCs (arrows). **h**, A heatmap showing expression of various collagen genes. **i**, Flow cytometric analysis of isolated CD31^+^CD45^−^ BM cells at P11 (Ly6a^high^Ly6c^high^ surface protein levels) (*n* = 4, biologically independent experiments). The *P* value for the epiphysis versus the metaphysis is 0.000012. **j**, Immunohistochemistry of femur sections at P11. Ly6a is abundantly expressed in type S ECs (closed arrowheads) and AECs (asterisks), but weakly in type H ECs (open arrowheads). In the box plots of **e** and **f** the lower and upper bounds of box represent the 25th and 75th percentiles, respectively; the box represents the middle 50% of the data, namely the interquartile range (IQR); the horizontal line within the box represents the median; and the lower and upper bounds of the whiskers represent the minimum and maximum values within 1.5× the IQR below the 25th percentile and above the 75th percentile, respectively. The black dots represent outliers. Scale bar, 200 µm. Data presented are the mean ± s.d. The comparisons between the averages of two groups were evaluated using the two-tailed Student’s *t*-test. Source data

### Molecular and morphological features of type S ECs

Recent advances in histological techniques enabled clear visualization of angiogenic–osteogenic coupling, focusing on the metaphysis^22,23^. Considering the scRNA-seq data described above and the existence of a unique niche maintaining skeletal stem cells in the epiphysis^17,18^, which suggests that there is a differential mode of angiogenic–osteogenic coupling in this area, we thoroughly examined the spatiotemporal transition of angiogenesis and osteogenesis during postnatal development from P7 to P28 (Fig. 2a–l). ECs first invaded the epiphysis at P7 from two entry points on the anterior side (Fig. 2a,h,j,m and Supplementary Video 1) and rapidly expanded their network until weaning (Fig. 2c–g). Ossification proceeded synchronously (Fig. 2a–g). The overall shape of blood vessels in this area was tree like or dendritic, in contrast with the columnar morphology of those vessels in the metaphysis (Fig. 2h–l,n). The growing edge of type S vessels highly expressed CD31 and projected short filopodia towards avascular areas such as type H vessels (Fig. 2o and Extended Data Fig. 2a). Expression of Vegfr1 strikingly differed between type H and type S cells: type H ECs highly expressed Vegfr1, whereas Vegfr1 expression was barely detectable in type S ECs in *Vegfr1-BAC-RFP* mice (Fig. 2o and Extended Data Fig. 2b). Skeletal growth in mice is largely completed by 10 weeks after birth. Therefore, we examined Vegfr1 expression and found that it was retained even at 6 months of age (Fig. 2p). Expression of other vascular endothelial growth factor (VEGF) receptors, Vegfr2 and Vegfr3, did not apparently differ between type S and type H ECs (Fig. 2o and Extended Data Fig. 2c,d); these receptors were both highly expressed in type L ECs and were strikingly expressed in the growing edges of type S and type H ECs.

**Fig. 2:**
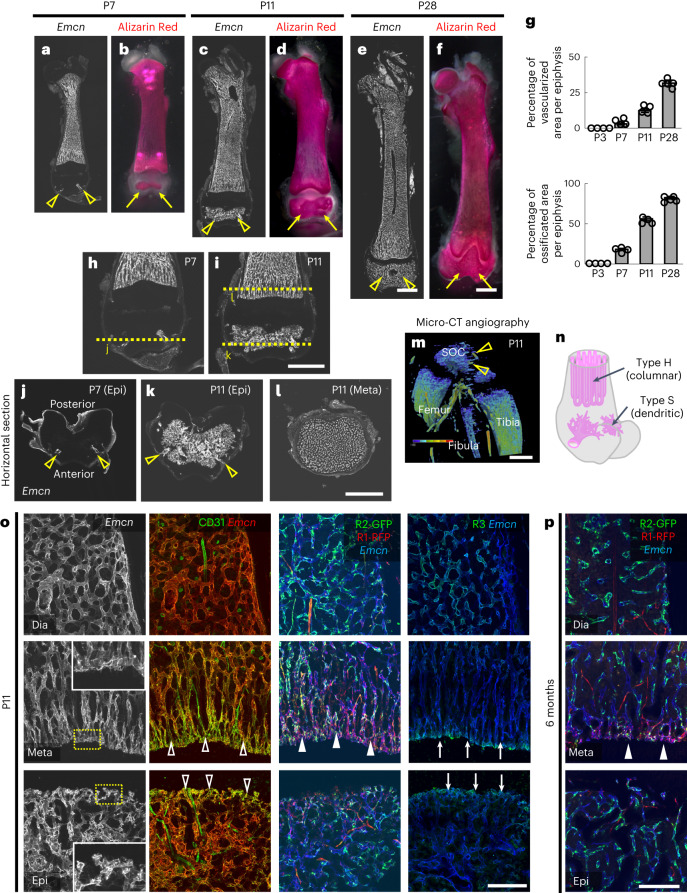
Molecular and morphological features of type S ECs. **a**–**f**, Whole-mount Alizarin Red staining (**b** at P7, (**d)** at P11 and **f** at P28) and section immunostaining of femurs (**a** at P7, **c** at P11 and **e** at P28). Vessel invasion of the epiphysis (open arrowheads) and SOC formation (arrows) occur at P7 and spread three-dimensionally during the second week after birth. **g**, Quantification of vessels and calcified areas in the epiphysis (P3, P7 and P11: *n* = 4; P28: *n* = 5, biologically independent experiments). **h**–**l**, Immunohistochemistry of femurs (vertical (**h** at P7 and **i** at P11) or horizontal sections **j** at P7 (epiphysis), **k** at P11 (epiphysis) and **l** at P11 (metaphysis)). Open arrowheads indicate vessel invasion points. **m**, Micro-CT angiography at P11 showing the heatmap of vessel perfusion of the knee joint. Open arrowheads indicate vessel invasion points. **n**, Schematic diagram showing the structural difference between type H (columnar) and type S (dendritic) vessels. **o**,**p**, Immunohistochemistry of femur sections at P11 (**o**) or 6 months after birth (**p**). The growing edges of type S and type H vessels highly express CD31 (open arrowheads) and Vegfr3 (arrows), and project short filopodia towards avascular areas (insets in the leftmost panels). Vegfr1 is specifically expressed in type H ECs (closed arrowheads). R3, Vegfr3; R2-GFP, GFP in Vegfr2-GFP transgenic mice; R1-RFP, red fluorescent protein (RFP) in Vegfr1-RFP transgenic mice. Scale bars, 1 mm (**a**–**f**, **h**–**l** and **m**); 200 µm (**o** and **p**). Data presented are the mean ± s.d. Source data

### Type S vessels are crucial for epiphyseal osteogenesis

Considering the lack of Vegfr1, a negative regulator buffering VEGF signalling^1^, we suspected that type S ECs were more vulnerable to deletion of *Vegfr2* than type H ECs. Endothelial-specific *Vegfr2*-knockout (*Cdh5-BAC-Cre*^*ERT2+*^*Vegfr2*^*flox/flox*^, hereafter referred to as *Vegfr2*^*iΔEC*^) mice showed severely impaired angiogenesis and osteogenesis in the epiphysis during the early postnatal weeks (Fig. 3a–d and Extended Data Fig. 2e). In agreement with a previous report^25^, the morphology of type H vessels was abnormal in *Vegfr2*^*iΔEC*^ mice, but the impairment was milder than that of type S vessels (Fig. 3b and Extended Data Fig. 2f). Accordingly, metaphyseal ossification was not apparently delayed in *Vegfr2*^*iΔEC*^ mice (Fig. 3c,d). The numbers of Runx2^+^ pre-osteoprogenitors^26^ and osterix (Osx)^+^ osteoprogenitors^27^, which usually exist around blood vessels^10^, were significantly reduced in the epiphysis of *Vegfr2*^*iΔEC*^ mice (Fig. 3e–k). Mice with endothelial-specific deletion of Dll4 (*Cdh5-BAC-Cre*^*ERT2+*^*Dll4*^*flox/flox*^, hereafter referred to as *Dll4*^*iΔEC*^), the predominant Notch ligand in ECs, showed a dense but reduced vascularized area in the epiphysis (Fig. 3l,m and Extended Data Fig. 2e). Accordingly, *Dll4*^*iΔEC*^ mice showed reduced osteogenesis as well as decreased numbers of pre-osteoprogenitors and osteoprogenitors (Fig. 3n–v). Notch signalling in osteogenic progenitors is reportedly critical for bone fracture repair^28^; therefore, we deleted *Rbpj*, the principal effector of Notch signalling, in Osx-expressing mesenchymal progenitors (*Osx–Cre*^*ERT2+*^*Rbpj*^*flox/flox*^, hereafter referred to as *Rbpj*^*iΔosx*^). However, *Rbpj*^*iΔosx*^ mice had no apparent defect in osteogenesis (Extended Data Fig. 3a–h). In retinal angiogenesis, *Dll4* deletion was reported to overcome the anti-angiogenesis effects of *Vegfr2* deletion^29^. By contrast, in vascularization of the epiphysis, endothelial ablation of *Vegfr2* prevented the hypervascularity induced by *Dll4* deletion (Extended Data Fig. 3i–m). *Csf1*^*op/op*^ mutant mice, in which osteoclasts are almost completely depleted^30^, did not show apparent vascular defects in the epiphysis, suggesting that osteoclasts are not relevant to vascularization of this area (Extended Data Fig. 4). Taken together, these data show that type S vessels are highly plastic during postnatal development, even more plastic than type H vessels, and robustly contribute to epiphyseal osteogenesis.

**Fig. 3:**
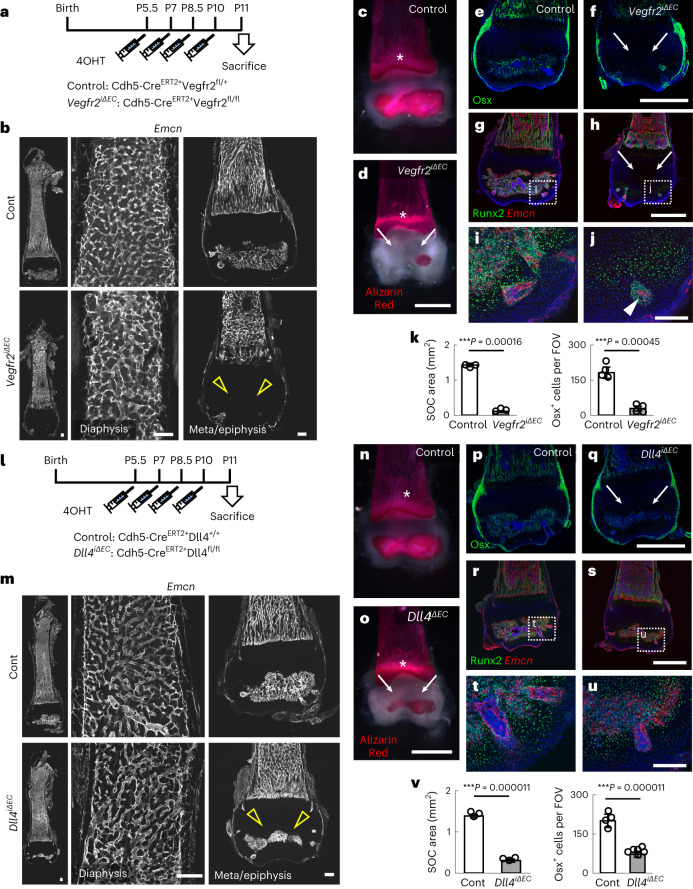
Type S vessels are highly plastic and crucial for osteogenesis. **a**, Protocol for 4OHT injection in neonates. **b**–**d**, Femur sections (**b**) and whole-mount Alizarin Red staining (control (**c**) and *Vegfr2*^*iΔEC*^ (**d**)) at P11. *Vegfr2*^*iΔEC*^ mice show severely impaired angiogenesis (open arrowheads) and osteogenesis (arrows) in the epiphysis, although metaphyseal ossification is largely intact (asterisks). **e**–**j**, Immunohistochemistry of femur sections stained with Osx and DAPI (**e**,**f**) or Runx2 and Emcn (**g**–**j**). Panels **i** and **j** how the high magnification views of the area indicated in **g** and **h**. Panels **e**, **g** and **i** are from control, and panels **f**, **h** and **j** are from *Vegfr2*^*iΔEC*^ mice. Osx^+^ and Runx2^+^ cells are found around vessels, their numbers are reduced (arrows) and they are detected only around surviving vessels (arrowhead) in *Vegfr2*^*iΔEC*^ mice. **k**, Quantification of the SOC area (*n* = 3, biologically independent experiments) and Osx^+^ cells (*n* = 4, biologically independent experiments) in the epiphysis. **l**, Protocol for 4OHT injection in neonates. **m**–**o**, Femur sections (**m**) and whole-mount Alizarin Red staining (control (**n**) and *Dll4*^*iΔEC*^ (**o**)) at P11. *Dll4*^*iΔEC*^ mice have an increased vessel density but a reduced vascularized area (open arrowheads) and reduced osteogenesis (arrows) in the epiphysis, although metaphyseal ossification is largely intact (asterisks). **p**–**u**, Immunohistochemistry of femur sections stained with Osx and DAPI (**p**,**q**) or Runx2 and Emcn (**r**–**u**). Panels **t** and **u** show the high magnification views of the area indicated in **r** and **s**. Panels **p**, **r** and **t** are from control, and panels **q**, **s** and **u** are from *Dll4*^*iΔEC*^ mice. Osx^+^ and Runx2^+^ cells are found around vessels and their numbers are reduced (arrows) in *Dll4*^*iΔEC*^ mice. **v**, Quantification of the SOC area (*n* = 3, biologically independent experiments) and Osx^+^ cells (control: *n* = 4, *Dll4*^*iΔEC*^: *n* = 6, biologically independent experiments) in the epiphysis. Data are presented as the mean ± s.d. ^***^P < 0.001; two-tailed Student’s *t*-test. Scale bars, 1 mm (**c**–**h** and **n**–**s**); 200 µm (**b**,**i**,**j**,**m**,**t**,**u**). The comparisons between the averages of two groups were evaluated using the two-tailed Student’s *t*-test. Source data

### Type S vessels regulate osteogenesis by secreting collagen I

Considering the data described above, we were interested in how type S vessels contribute to epiphyseal osteogenesis. Type S ECs did not apparently preferentially express canonical osteogenic factors such as bone morphogenetic proteins (Bmps), fibroblast growth factors (Fgfs) and insulin-like growth factors (Igfs), in contrast with their specific expression of *Col1a1* and *Col1a2* (Fig. 4a). This expression pattern of *Col1a1* and *Col1a2* was confirmed by quantitative (q)PCR analysis of sorted BMECs (Fig. 4b). 

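Of 16 osteogenic factors plotted by the paper besides the type I collagen genes, 11 had at least 10 UMIs over clusters 11 and 4, and their median log2 ratio of cluster 11 over cluster 4 was -0.02 (percentile 67.0 of random lists matched on expression). Among cluster 11, cluster 4 and the sinusoidal-like clusters, 8 of the 16 had their highest CPM in cluster 11, 3 in cluster 4 and 5 in the sinusoidal-like clusters, but Fgf1, Mmp9, Gdf11 and Dhh were highest in cluster 11 on 1 or 2 UMIs each. Igf1, a growth factor of bone, stood at 90.7 CPM in cluster 11 and 192 CPM in cluster 4 (log2 ratio -1.08, 95% interval -1.58 to -0.63). The metalloprotease genes Adam10 and Mmp2 were lower as well (-1.24, -1.64 to -0.86, and -0.74, -1.49 to -0.07). Bmp4 had 0 UMIs in cluster 11 and 73 UMIs (15.3 CPM) in cluster 4. Bmp1, a procollagen protease, was alike in both, at 68.0 and 67.2 CPM (log2 ratio 0.02, -0.57 to 0.56), and stood at 21.5 CPM in the sinusoidal-like clusters. Tgfb2 was the member with the largest increase among the 11 (2.85, 1.36 to 4.26, from 8 and 12 UMIs). The arterial-like cluster, left out of this ranking, had more Tgfb2 (116 CPM), Bmp1 (82.6 CPM), Dhh (27.5 CPM) and Gdf11 (4.08 CPM) than any of the 3 groups. Fgf1, Fgf2, Bmp2, Gdf11, Igf2 and Dhh had at most 2 UMIs each in cluster 11, too few to tell a direction. Mmp13, a collagenase of hypertrophic cartilage and bone, had 4 UMIs in cluster 11 and 2 in cluster 4 (log2 ratio 4.44, 1.63 to 7.90).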

Bone is a hybrid tissue with two main components: collagen fibril frameworks and calcium phosphate minerals. Type I collagen is the most abundant protein constituting collagen fibrils in bones. Therefore, we generated endothelial-specific *Col1a1*-knockout (*Cdh5-BAC-Cre*^*ERT2+*^*Col1a1*^*flox/flox*^, hereafter referred to as *Col1a1*^*iΔEC*^) mice and analysed the collagen pattern in epiphyseal bone tissues by transmission electron microscopy (TEM) at P11 (Fig. 4c). As expected, the bands of collagen fibres around blood vessels were thin and sparse in *Col1a1*^*iΔEC*^ mice (Fig. 4d–i). It is interesting that mineral deposition evaluated by Alizarin Red staining was significantly reduced in the epiphysis, but not in other bone portions, of *Col1a1*^*iΔEC*^ mice (Fig. 4j,k). The numbers of pre-osteoprogenitors and osteoprogenitors were not significantly affected in *Col1a1*^*iΔEC*^ mice (Fig. 4l–p); therefore, insufficient collagen frameworks might impair mineral deposition or stability^31^. At 5 weeks after birth, *Col1a1*^*iΔEC*^ mice showed reduced X-ray intensity (Fig. 4q), reflecting impaired mineral deposition. Accordingly, bone strength evaluated by the compression test was significantly reduced in the epiphysis, but not in the diaphysis, of *Col1a1*^*iΔEC*^ mice (Fig. 4r–t). These data suggest that mesenchymal cell-derived type I collagen is insufficient for epiphyseal osteogenesis, but ECs complement this insufficiency by secreting type I collagen.

**Fig. 4:**
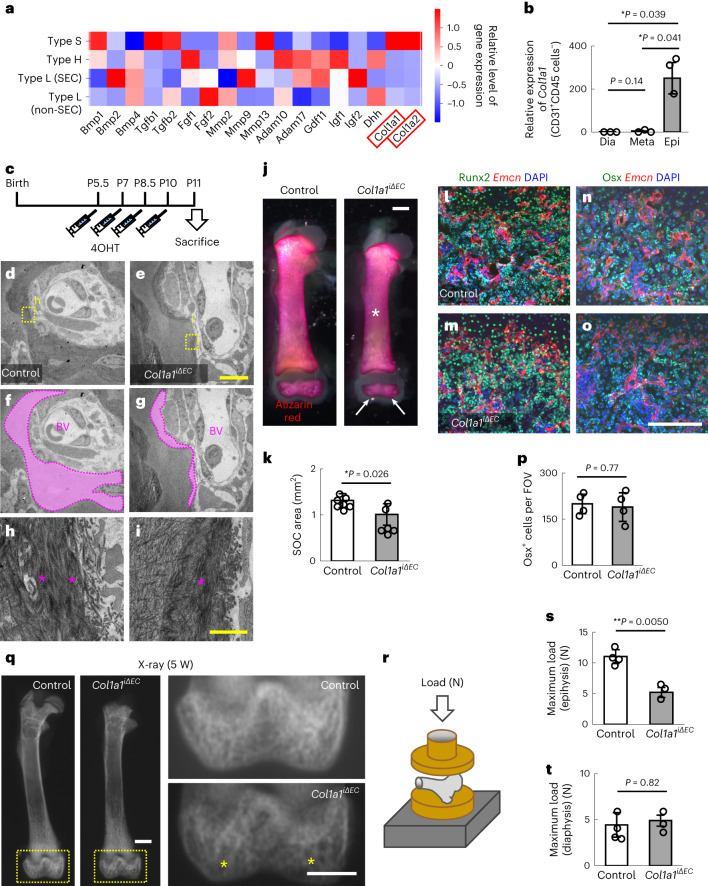
Type S vessels contribute to osteogenesis by secreting type I collagen. **a**, A heatmap showing osteogenic factors based on the scRNA-seq data shown in Fig. 1. **b**, Quantitative PCR analysis of CD31^+^CD45^−^ cells derived from femurs of P11 mice (*n* = 3, biologically independent experiments). **c**, Protocol for 4OHT injection in neonates. **d**–**i**, TEM of epiphyseal sections of P11 mice. Panels **d**, **f** and **h** are from control, and **e**, **g** and **i** are from *Col1a1*^*iΔEC*^ mice. Panels **f** and **g** show the area of perivascular collagen fibres with dotted area of **d** and **e**. Panels **h** and **i** show high magnification views of the area indicated in **d** and **e**, respectively. The bands of collagen fibres around blood vessels (dotted area) are thin and sparse in *Col1a1*^*iΔEC*^ mice (asterisks). **j**,**k**, Whole-mount Alizarin Red staining of femurs at P11 (**j**) and quantification (**k**) (control: *n* = 7; *Col1a1*^*iΔEC*^: *n* = 6, biologically independent experiments). Arrows indicate reduced mineralization in the epiphyses and the asterisk indicates intact ossification in the diaphyses and metaphyses of *Col1a1*^*iΔEC*^ mice. **l**–**p**, Immunohistochemistry of femur sections at P11 stained with Runx2, Emcn and DAPI (**l**,**m**) or Osx, Emcn and DAPI (**n**,**o**). Panels **l** and **n** are from control, and **m** and **o** are from *Col1a1*^*iΔEC*^ mice. Quantification of Osx^+^ cells (*n* = 4, biologically independent experiments) is shown in **p**. **q**, X-ray images of adult mice. *Col1a1*^*iΔEC*^ mice show reduced X-ray intensity (asterisks) in the epiphysis. **r**–**t**, Mechanical strength of the femoral distal epiphysis or diaphysis measured by a compression test. Panel **r** shows the scheme of the test, and quantification of the maximum load of the epiphysis (**s**) and the metaphysis (**t**) is shown individually (control: *n* = 4; *Col1a1*^*iΔEC*^: *n* = 3, biologically independent experiments). The epiphysis has inferior biomechanical properties in *Col1a1*^*iΔEC*^ mice. Scale bars, 1 mm (**j** and **q**); 200 μm (**l**–**o**); 10 μm (**d**–**g**); and 1 μm (**h** and **i**). ^*^P < 0.05; data presented are the mean ± s.d. The comparisons between the averages of two groups were evaluated using the two-tailed Student’s *t*-test. Source data

### Type S vessels establish a satellite niche for HSPCs

In haematopoietic analysis of BM cells, epiphyses are usually discarded during the process of flushing out the BM cavity. Therefore, the emergence and residence of HSPCs in epiphyses have not been intensively studied. Although Sca1 staining only marked endothelial cells (Fig. 1j), visualization of putative HSPCs by c-Kit immunostaining (Fig. 5a–g,n) showed that these cells started to appear in the entry point of type S vessels around P11 (Fig. 5d,e). Thereafter, they expanded throughout the BM cavity in the epiphysis until weaning (Fig. 5c,f,g). Next, we investigated MSCs, one of the most important components of the HSPC niche^11,19^, using *Cxcl12*^*+/DsRed*^ mice. Although DsRed expression in these mice was detected in only a few AECs before P7, it was robustly detected in perivascular reticular cells after P13, suggesting that the emergence of MSCs synchronizes with the growth of type S vessels (Fig. 5h–o and Extended Data Fig. 5a–g). HSPCs were located in close proximity to type S ECs or MSCs (Fig. 5m), suggesting the existence of vascular and mesenchymal HSPC niches^11^. Lineage tracing using *Cdh5*^*−*^*BAC-Cre*^*ERT2*^ mice showed that c-Kit^+^ HSPCs were not labelled, excluding the possibility of their de novo specification from haemogenic endothelium (Fig. 5p–r). Rather, they were supposedly derived from circulating HSPCs in peripheral blood. Reanalysis of scRNA-seq data found that type S ECs showed moderate but higher expression of some HSPC niche factors such as *Cxcl12*, *Tgfb1*, *Tgfb2*, *Spp1* (osteopontin) and *TnC* than type H ECs (Fig. 5s). 

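Cxcl12, the chemokine that retains haematopoietic stem cells in the marrow, stood at 95.2 CPM in cluster 11 and 14.9 CPM in cluster 4 (log2 ratio 2.68, 95% interval 2.09 to 3.25). Spp1, the gene of osteopontin, was at 63.5 and 8.58 CPM (2.89, 2.14 to 3.62). The difference was small for Tgfb1, at 363 and 293 CPM (0.31, 0.06 to 0.55). Tnc, the gene of the matrix protein tenascin C, rested on 3 and 8 UMIs (2.02, -0.53 to 4.08) and was within counting error of no difference. With Tgfb2, the median over these 5 factors was 2.45, but the paper names these 5 because they were higher in these same data, and over 10 measured niche factors of its heatmap the median was 0.21 (percentile 86.4 of random lists matched on expression). The median of the 5 was 0.63, and that of the 10 was -0.22 with 3 higher and 7 lower, when the endothelial cells of the epiphysis and metaphysis libraries were compared with no subtypes. In that comparison Spp1 (69.4 against 9.11 CPM), Tgfb1 (399 against 258 CPM) and Tnc (8.46 against 2.24 CPM) were higher in the epiphysis beyond counting error, and Cxcl12 and Tgfb2 were lower in the epiphysis, at 89.7 against 114 CPM (-0.35, -0.78 to 0.05) and 16.9 against 18.9 CPM (-0.16, -1.25 to 0.76), within counting error. The arterial-like cluster had more Cxcl12 than cluster 11, 951 CPM. Among the other niche factors, Kitl was lower in cluster 11 than in cluster 4 (-0.87, -1.48 to -0.33), and Jag1, Jag2, Dll1 and Dll4, ligands of Notch receptors, were within counting error of cluster 4. A UMI of Cxcl12 was present in 30.8% of the cells of cluster 11 and 2.80% of those of cluster 4, and in 0 of 105 myeloid-like cells of the metaphysis and diaphysis (median depth 9119 UMIs), but in 6 of the 21 epiphysis barcodes of the myeloid-like cluster (28.6%), which all held Cdh5 as well. After thinning to 2000 UMIs the share was 17.5% in cluster 11 and 23.8% in those 21 barcodes. Spp1 and Cxcl12 are also abundant in the osteoblast-, MSC- or mural-like cluster, at 5232 and 1820 CPM.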

We also visualized haematopoietic stem cells (HSCs) by performing CD150 staining via modification of a protocol reported by other groups^25,32,33^, and found that the distance between HSCs and ECs was smaller in epiphyses than in metaphyses (Fig. 5t,u). Consistently, the number of c-Kit^+^ HSPCs in epiphyses was significantly reduced in BM sections of *Vegfr2*^*iΔEC*^ mice at P18 (Fig. 6a,b). It is of interest that MSCs were associated with type S ECs and thus the number of these cells was also decreased in *Vegfr2*^*iΔEC*^ mice (Fig. 6b). Flow cytometric analysis showed that the numbers of lineage^-^Sca1^+^c-Kit^+^ (LSK) HSPCs and CD34^low^LSK HSCs were significantly decreased in adult *Vegfr2*^*iΔEC*^ mice (Fig. 6c,d). Taken together, these data demonstrate that type S vessels postnatally establish a satellite niche for HSPCs that is distant from the main BM cavity.

**Fig. 5:**
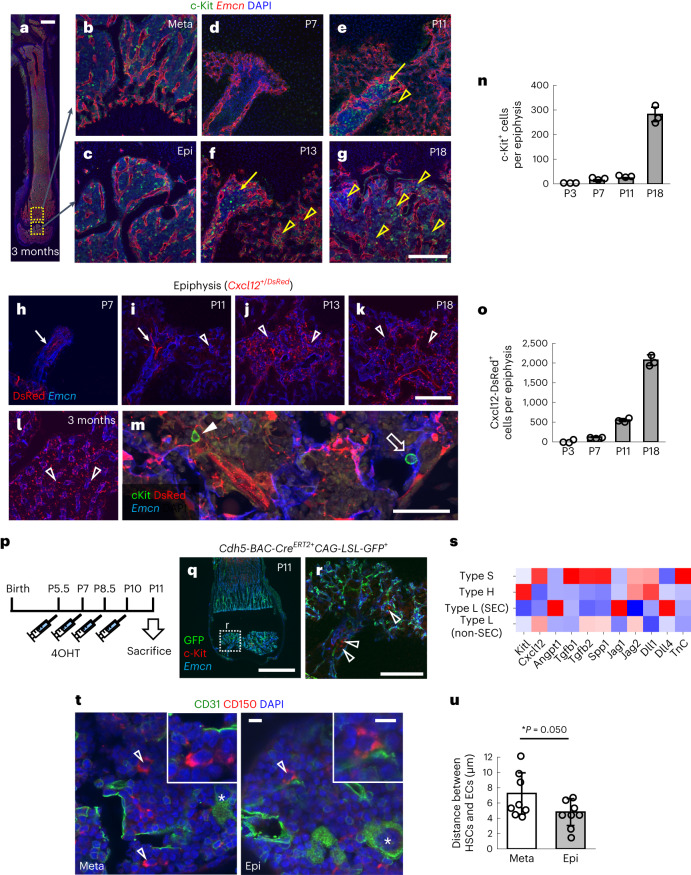
Type S vessels postnatally establish a satellite niche for HSPCs. **a**–**g**, Immunohistochemistry of femur sections at 3 months after birth (**a**–**c**), P7 (**d**), P11 (**e**), P13 (**f**) and P18 (**g**). Panels **b** and **c** show the high magnification views of the area indicated in **a**. The c-Kit^+^ cells start to appear in the entry point of type S vessels around P11 (arrows) and gradually spread in the epiphysis thereafter (arrowheads). **h**–**m**, Immunohistochemistry of femur sections from *Cxcl12*^*+/DsRed*^ mice at P7 (**h**), P11 (**i**), P13 (**j**) and P18 (**k**), and 3 months after birth (**l**,**m**). Panel **m** shows the high magnification view co-stained with cKit and Emcn. The arrows indicate DsRed expression detected in arteries. MSCs appear at P11 and spread throughout the epiphysis thereafter (open arrowheads). Most c-Kit^+^ cells are located in contact with MSCs (closed arrowhead) or ECs (open arrow). **n**,**o**, Quantification of c-Kit^+^ cells (**n**) and Cxcl12-DsRed^+^ cells (**o**) in BM sections at various stages (*n* = 3, biologically independent experiments). **p**, Protocol for 4OHT injection in neonates. **q**,**r**, Immunohistochemistry of femur sections. Panel **r** shows the high magnification view of the area indicated in **q**. Lineage tracing using *Cdh5-BAC-Cre*^*ERT2*^ mice shows that c-Kit^+^ cells (arrowheads) do not originate from haemogenic endothelium in type S vessels. **s**, A heatmap showing HSPC niche factors based on the scRNA-seq data shown in Fig. 1. **t**,**u**, Immunohistochemistry of femur sections from a mouse at 3 months (**t**) and quantification (**u**) (*n* = 8, biologically independent experiments). The distance between HSCs (open arrowheads) and ECs is smaller in epiphyses than in metaphyses. Asterisks are CD31^+^ megakaryocytes. Scale bars, 1 mm (**a** and **q**); 200 µm (**b**–**g** and **h**–**l**,**r**); 50 µm (**m**); and 10 µm (**t**). Data presented are the mean ± s.d. ^*^P < 0.05. The comparisons between the averages of two groups were evaluated using the two-tailed Student’s *t*-test. Source data

**Fig. 6:**
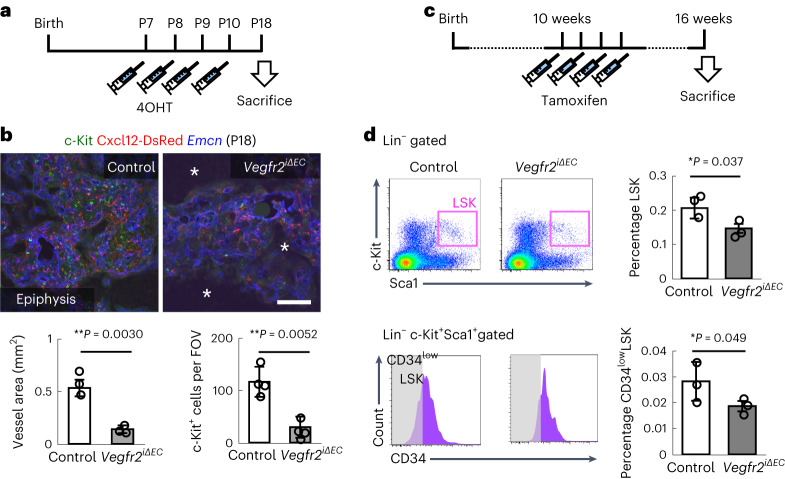
Type S vessels harbour HSCs. **a**, Protocol for 4OHT injection during the second week after birth. **b**, Immunohistochemistry of femur sections at P18 and quantification (vessel area: *n* = 3, c-Kit^+^ cells per FOV: *n* = 4, biologically independent experiments). *Vegfr2*^*iΔEC*^ mice lack c-Kit^+^ cells especially in the avascular area (asterisks). **c**, Protocol for tamoxifen injection in adult mice. **d**, Flow cytometric analysis of BM cells isolated from the epiphysis of 12-week-old mice and quantification (*n* = 3, biologically independent experiments). Scale bar, 200 µm. ^**^P < 0.01; ^*^P < 0.05. Data presented are the mean ± s.d. The comparisons between the averages of two groups were evaluated using the two-tailed Student’s *t*-test. Source data

### Epiphyseal HSCs reconstitute long-term haematopoiesis

Stromal cells in the metaphysis, including osteogenic cells and type H ECs, provide a favourable microenvironment for dormant HSCs^14,24,34^. This prompted us to compare the ability of metaphyses and epiphyses to function as an HSPC niche. Flow cytometric analysis showed that there were comparable numbers of HSPCs and HSCs in metaphyses and epiphyses (Fig. 7a,b). Next, we conducted a bone marrow transplantation (BMT) and compared the haematopoietic reconstitution activity of epiphyseal and metaphyseal HSCs. First, donor cells (4 × 10^5^ BM mononuclear cells (BMMNCs)) isolated from the epiphysis or metaphysis of Ly5.2 mice were transplanted into lethally irradiated Ly5.1 mice (*n* = 6 per group). Although there was no difference in chimaerism in peripheral blood between metaphyseal and epiphyseal cells during the first month, epiphyseal cells showed higher reconstitution activity than metaphyseal cells at 2 months after transplantation (Fig. 7c,d). The frequency of donor-derived HSPCs in the BM was also higher in mice transplanted with epiphyseal cells than in mice transplanted with metaphyseal cells (Fig. 7e). This difference in reconstitution activity between epiphyseal and metaphyseal cells became much more evident when BMMNCs were serially transplanted into secondary recipient mice (Fig. 7f,g). Next, we evaluated the cell-cycle state in HSPCs and HSCs (Fig. 7h,i). More HSPCs and HSCs were in G0 phase in epiphyses than in metaphyses, suggesting that epiphyseal HSCs are relatively dormant, which probably accounts for their superior BM reconstitution ability without a difference in phenotypic characteristics in flow cytometric analysis. Moreover, we assessed the functional capacities of single HSCs by performing limiting dilution analysis of donor HSCs from metaphyses and epiphyses. At 3 months after transplantation, the engraftment rate of donor cells from epiphyses was 2.5× higher than that of donor cells from metaphyses, although the difference was not significant (*P* = 0.19; *n* = 8 recipients per group) (Extended Data Fig. 6). These data suggest that type S vessels constitute a distinct and efficient reservoir for HSCs separate from the main BM cavity.

**Fig. 7:**
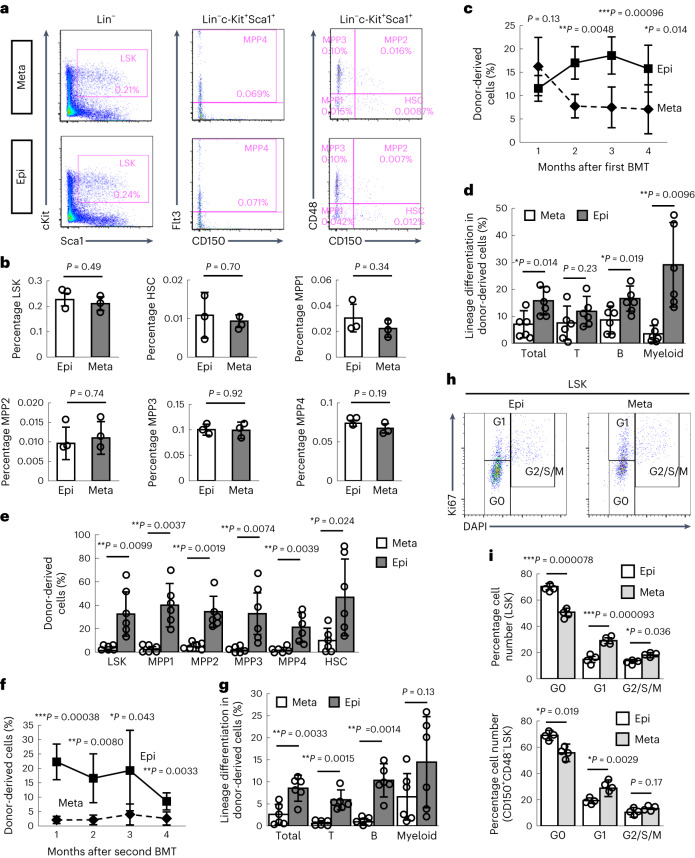
Epiphysial HSCs reconstitute long-term multilineage haematopoiesis. **a**,**b**, Flow cytometric analysis of BM cells isolated from the epiphysis and metaphysis of 12-week-old mice (**a**) and quantification (**b**) (*n* = 3, biologically independent experiments). **c**,**d**, Quantification of donor-derived cells (**c**) and lineage differentiation in peripheral blood samples (**d**) after the first BMT (*n* = 6, biologically independent experiments). **e**, Chimaerism of donor-derived cells in the BM (*n* = 6, biologically independent experiments) at 4 months after the first BMT. **f**,**g**, Quantification of donor-derived cells (**f**) and lineage differentiation in peripheral blood samples (**g**) after the second BMT (*n* = 6, biologically independent experiments). **h**,**i**, Flow cytometric analysis of BM cells isolated from the epiphysis and metaphysis of 12-week-old mice (**h**) and quantification (**i**) (*n* = 4, biologically independent experiments). The cell-cycle state was determined by DAPI and Ki67 staining. ^***^P < 0.001; ^**^P < 0.01; ^*^P < 0.05. Data presented are the mean ± s.d. The comparisons between the averages of two groups were evaluated using the two-tailed Student’s *t*-test. Source data

## Discussion

In the present study, using scRNA-seq, we thoroughly characterized a spatial heterogeneity of transcriptomes in BMECs. During the analysis, we identified a capillary subtype found exclusively in the epiphysis. These cells possessed unique structural and gene expression features and robustly contributed to bone strength as well as haematopoietic maintenance.

Previous studies analysing BM cells by scRNA-seq uncovered the cellular taxonomy of stromal compartments such as mesenchymal stem/stromal cells, chondrocytes, fibroblasts, BMECs and pericytes^15,16^. In these studies, BMECs were largely divided into two populations: AECs and SECs. Our current analysis annotated 11 EC subclusters. These previous studies did not recognize some EC populations, in particular type H ECs, which are probably included in the AEC cluster because they used Ly6a expression as a hallmark of AECs. It should be noted that the BM was flushed and enzymatically digested after the epiphyses were cut out and therefore type S ECs were inevitably discarded in these studies.

Recent discoveries in the field of bone metabolism greatly improved our understanding of angiogenic–osteogenic coupling, especially in endochondral ossification of long bones^6–9,22,23^. Type H vessels promote bone formation and contribute to the maintenance of HSPCs^14,23^. Pharmacological augmentation of type H vessels enhances bone fracture healing and counteracts bone loss in ovariectomy-induced osteoporotic mice^35^. Our current study also underscores the importance of type S vessels, especially in the ossification of epiphyses. In terms of physical activity, type S ECs are critically important because epiphyses sustain the stability of joints, which often becomes problematic in ageing and various bone diseases such as osteoporosis and osteonecrosis. On the other hand, from the viewpoint of systemic haematopoietic maintenance, the contribution of type S ECs might be minimal considering the small size of epiphyseal BM. Although our experiments showed that type S ECs harbour transplantable HSCs, epiphyses probably act as a satellite niche, which might be utilized in an emergency such as extensive loss of the main BM cavity. In general, BMECs have two functional aspects: haematopoiesis and osteogenesis. Type S ECs may prioritize the latter compared with BMECs in other fragments, although it is unclear which biological factor regulates their prioritization of osteogenesis.

Type I collagen is produced by mesenchymal cells such as OBs and fibroblasts. Our data showing that ECs are an important source of type I collagen specifically in epiphyses raise the following question: why do epiphyses employ such a unique ossification system? We speculate that the mode of epiphyseal growth answers this question. Epiphyses undergo rapid ossification and angiogenesis synchronously in the postnatal stage, when the joints are already used daily and therefore epiphyses are exposed to friction forces. In this complicated and emergent process, it is speculated that type S ECs participate in matrix deposition, which is conducted by OBs alone in other fragments. Such a function of ECs could be a unique angiocrine mode^3^, that is, constructing the framework required for organ functions. However, it should be mentioned that the phenotype of *Vegfr2*^*iΔEC*^ mice was much more severe than that of *Col1a1*^*iΔEC*^ mice, suggesting that the contribution of type S ECs to osteogenesis cannot be solely attributed to type I collagen secretion. Other angiocrine factors regulating osteogenesis^36^ or delivery of oxygen and nutrients might account for the phenotypic gap between these two mutant lines.

It is unclear how type S ECs preferentially produce type I collagen compared with other collagens and what makes type S ECs distinct from other EC subtypes. Epigenetic regulation might account for this unique expression in type S ECs. Moreover, type S ECs might have some characteristic features in multiple steps of collagen synthesis such as posttranslational modification in the endoplasmic reticulum, release from the ribosome, glycosylation of procollagens and secretion^37^.

In the future, it is important to determine whether type S ECs are present in humans because epiphyseal blood vessels are critically involved in human diseases such as Legg–Calvé–Perthes disease (LCPD), a type of femoral head necrosis that affects children. There is no known cause of impaired blood supply to the femoral head in LCPD^38^.

Overall, our current study provides new insight into the landscape for the cellular architecture and heterogeneity of BMECs and uncovers the importance of epiphyseal ECs, which has been overlooked so far. In the future, our findings may lead to the discovery of new therapeutic options for bone diseases such as LCPD and osteoporosis.

## Methods

### Mice

Animal experiments were approved by the Institutional Animal Care and Use Committee of Keio University (protocol no. A2021-003) and were performed in accordance with the Guidelines of Keio University for Animal and Recombinant DNA Experiments (protocol no. D2005-044). *Cdh5-BAC-Cre*^*ERT2*^ (ref. ^39^), *Osx-Cre*^*ERT2*^ (ref. ^8^), *Vegfr2-flox*^40^, *Dll4-flox*^41^, *Col1a1-flox*^42^, *CAG-LSL-EGFP*^43^, *Vegfr1-BAC-DsRed*^44^, *Vegfr2-BAC-GFP*^44^ and *Rbpj-flox*^45^ mice had been developed previously. All mice were crossed with C57BL/6J mice more than 8× and maintained. For analyses of phenotypes, mice of both sexes were used. *Csf1*^*op/op*^ (stock no. 000231) and *Cxcl12*^*+/DsRed*^ (stock no. 0225458) mice were obtained from the Jackson Laboratory. For neonatal experiments of tamoxifen-inducible expression of Cre, 40 μg of 4-hydroxytamoxifen (4OHT, Sigma-Aldrich, catalogue no. H6278) was subcutaneously injected at the indicated timepoints. For adult experiments of tamoxifen-inducible expression of Cre, 1 mg of tamoxifen (Sigma-Aldrich, catalogue no. H5648) was subcutaneously injected at the indicated timepoints.

### Preparation of tissue sections

Samples were collected and placed in 4% paraformaldehyde at 4 °C for 16–24 h under rotation. Decalcification was performed with 0.5 M EDTA for 16–24 h at 4 °C under rotation. Decalcified bone was infiltrated with 30% sucrose for 2 d under rotation, embedded with optimal cutting temperature compound and sectioned at a thickness of 100 μm using tungsten carbide knives (Thermo Fisher Scientific).

### Immunostaining

Sections were air-dried at room temperature, rehydrated in phosphate-buffered saline (PBS) and then blocked using 2% bovine serum albumin (BSA) overnight at 4 °C. Sections were incubated with primary antibodies overnight at 4 °C in a humidified chamber and then with secondary antibodies overnight at 4 °C in a humidified chamber. After thorough washing, sections were mounted. The following primary monoclonal antibodies were used: anti-CD31 (Abcam, catalogue no. ab119341; 1:1,000), anti-Runx2 (Abcam, catalogue no. ab192256, 1:500), anti-ASMA (Sigma-Aldrich, catalogue no. A5228; 1:200), anti-Ly6a (BD Biosciences, catalogue no. 553333; 1:500), anti-endomucin (Santa Cruz, catalogue no. sc-65495; 1:500) and anti-CD150 (BioLegend, catalogue no. 115905; 1:200). The following primary polyclonal antibodies were used: anti-green fluorescent protein (GFP)-Alexa Fluor-488 (Molecular Probes, catalogue no. A21311, 1:500), anti-c-Kit (R&D Systems, catalogue no. AF1356, 1:500), anti-Sp7/Osx (Abcam, catalogue no. ab22552, 1:500), anti-cathepsin K (Abcam, catalogue no. ab19027, 1:500), anti-VEGFR3 (R&D Systems, catalogue no. AF743, 1:1000), anti-aggrecan (Sigma-Aldrich, catalogue no. AB1031, 1:500), anti-CGRP (Sigma-Aldrich, catalogue no. C8198, 1:8000) and anti-Erg (Abcam, catalogue no. ab92513, 1:2,000). The secondary antibodies used were Alexa Fluor-488-conjugated immunoglobulin (Ig)G (Molecular Probes, catalogue nos. A11034, A11006, and A11055; 1:500) and Cy3/Cy5 DyLight549/DyLight649-conjugated IgG (Jackson ImmunoResearch, catalogue nos. 711-165-152, 112-165-167, 127-165-160, 711-605-152, 112-605-167 and 127-605-160; 1:500). For nuclear staining, specimens were treated with DAPI (Molecular Probes, catalogue no. D-1306). For immunostaining of both intracellular and extracellular aggrecan, slides were pretreated with hyaluronidase (Sigma-Aldrich, catalogue no. H4272, 2 mg ml^−1^) at 37 °C for 30 min before primary antibody staining.

### Confocal microscopy

Fluorescent images were obtained using a confocal laser scanning microscope (Olympus, FV3000). Obtained images were analysed using FV10-ASW 3.0 Viewer (Olympus). Cells or substances of interest were quantified in the entire area of the epiphysis, in a 600 × 600 µm^2^ field of view (FOV; to count OSX^+^ and c-Kit^+^ cells and to quantify relative intensity of immunofluorescence), or in a 1-mm length of the vascular front (to count tip-cell filopodia). To measure the distance between HSCs and ECs, two HSCs were randomly picked per scanned image. ImageJ software (the US National Institutes of Health) was used to quantify the indicated areas in scanned images.

### Flow cytometric analysis of BMECs

Femurs of wild-type mice were collected and incubated for 30 min at 37 °C in Dulbecco’s modified Eagle’s medium (DMEM) containing 1% collagenase D (from *Clostridium histolyticum*, Sigma-Aldrich, catalogue no. C5138-1G), 1 U ml^−1^ of dispase (Thermo Fisher Scientific, catalogue no. 17105-041) and 1 U ml^−1^ of DNase (Invitrogen) before cells were dissociated by trituration. Cells were dissociated to generate a single-cell suspension by filtering through a 40-μm nylon mesh. RBCs were eliminated using RBC Lysis Buffer (pluriSelect, Deutscher, catalogue no. 60-00050-11). Cells were subjected to Fc blocking (BioLegend, catalogue no. 101320, 1:200) and stained with FITC-conjugated anti-CD31 (BioLegend, catalogue no. 102506, 1:200), allophycocyanin (APC)-conjugated anti-CD45 (BioLegend, catalogue no. 103112, 1:200), phycoerythrin (PE)-conjugated anti-Ly6a (BioLegend, catalogue no. 122507, 1:200) and APC/Cy7-conjugated anti-Ly6c (BioLegend, catalogue no. 128025, 1:200) antibodies for 40 min. Analysis was performed with an SH800S Cell Sorter (SONY) and FlowJo software (Tree Star).

### ScRNA-seq

ScRNA-seq was performed using a Chromium instrument (10x Genomics). Single-cell suspensions from femurs were generated as described above. Cells were subjected to Fc blocking and stained with FITC-conjugated anti-mouse CD31 (BioLegend, catalogue no. 102506, 1:200) and APC-conjugated anti-mouse CD45 (BioLegend, catalogue no. 103112, 1:200) antibodies for 40 min. CD45^−^CD31^+^ BMECs were sorted with an SH800S Cell Sorter. Libraries were constructed using the commercial microdroplet-based platform Chromium Single Cell 3′ v.3.1 (10x Genomics) according to the manufacturer’s instructions. A DNBSEQ-G400 platform (MGI) was used to sequence 28 and 91 bp-end reads. Sequenced reads were aligned to the reference genome (mm10) using Cell Ranger v.3.0.2 software (10x Genomics). The data were processed and analysed using Seurat package v.3.5.2 43. UMAP was used for dimensionality reduction that captures both local and global structures in scRNA-seq data. Clusters were visualized in two dimensions as a feature or violin plot and annotated based on expression of canonical endothelial subtype markers. To construct the lists of upregulated genes in type S ECs, differentially expressed genes were extracted using Wilcoxon’s rank-sum test in the Seurat package. IPA (Ingenuity Systems) was performed to identify the most significant pathways and to construct molecular interaction networks of differentially expressed genes (log(FC) > 0.5 or <−0.5) in type S ECs. In brief, the gene list file containing gene symbols, FCs and *P* values was uploaded to IPA and core analysis was performed.

### Flow cytometric analysis of HSPCs and HSCs

Femurs of 12-week-old wild-type mice were collected in PBS. The epiphyses and metaphyses were crushed separately and BM cells were collected for analysis and isolation of HSCs and HSPCs. After haemolysis, surface markers were stained with fluorophore-conjugated antibodies. HSCs and HPCs were phenotypically defined based on the presence and absence of surface markers, as follows: HSCs, lineage^−^Sca-1^+^c-Kit^+^Flt3^−^CD150^+^CD48^−^; HPCs, lineage^−^Sca-1^+^c-Kit^+^Flt3^+^. The methods used to identify and isolate HSCs and other haematopoietic cells have been described previously^32,46,47^. Cell sorting was performed using a FACS Aria II or FACS Aria IIIu instrument (BD Biosciences). Data were analysed with FlowJo software (Tree Star). Anti-lineage marker (CD4, CD8a, Gr-1, Mac-1, Ter-119, B220)-PerCP-Cy5.5, anti-c-Kit-APC-Cy7, anti-Sca-1-PE-Cy7, anti-CD150-PE, anti-CD48-FITC and anti-Flt3-APC antibodies were used. These antibodies were purchased from BD Biosciences, BioLegend, TONBO Biosciences and eBioscience.

### Quantitative PCR analysis

Total RNA was prepared from isolated cells, and reverse transcription was performed using Superscript III (Invitrogen). The qPCR assays were performed with the ABI 7500 Fast Real-Time PCR System using TaqMan Fast Universal PCR Master Mix (Applied Biosystems) and TaqMan Gene Expression Assay Mix with *Col1a1* (Mm01302043_g1). A mouse β-actin (Mm00607939_s1) assay mix served as an endogenous control. Data were analysed using 7500 Fast System SDS software v.1.3.1.

### Cell-cycle analysis of HSPCs

Femurs from wild-type mice at 12 weeks postnatally were collected in PBS containing 2% fetal calf serum (FCS). The epiphyses and metaphyses were crushed separately using a mortar and pestle on ice followed by filtration with a 70-μm cell strainer (Corning), the diaphyses were flushed with PBS containing 2% FCS and BM cells were collected. After lysis of RBCs, 1–4 million BMMNCs were aliquoted into Eppendorf tubes and 1 µl of Fc-block was added to each sample and incubated for 10 min at 4 °C. Anti-CD150-BV421, anti-CD48-FITC, anti-lineage (CD4, CD8a, Gr-1, Mac-1, Ter-119, B220)-PerCP-Cy5.5, anti-c-Kit-APC-Cy7 and anti-Sca-1-PE-Cy7 antibodies were used to detect surface antigens. Stained samples were centrifuged at 340*g* (2,000 r.p.m.) and 4 °C for 5 min and then 250 µl of BD Cytofix/Cytoperm (BD Biosciences) was added and incubated for 20 min at room temperature for fixation. Fixed cells were washed twice at 2,000 r.p.m. and 4 °C with 1 ml of BD Perm/Wash buffer (BD Biosciences). Each sample was stained with 1 µl of Ki67-eFluor660 (eBioscience) for 30 min at room temperature in the dark. Ki67-stained cells were washed once at 2,000 r.p.m. and 4 °C with BD Perm/Wash buffer. Samples were resuspended in 500 µl of PBS containing 2% FCS and 10 µg ml^−1^ of Hoechst 33432, filtered and then analysed with a BD FACS Aria IIIu instrument.

### BMT

Femurs of wild-type mice at 12 weeks postnatally were collected in PBS containing 2% FCS. The epiphyses and metaphyses were crushed separately and the diaphyses were flushed to collect BM cells for BMT. A total of 4 × 10^5^ BMMNCs from C57BL/6J-Ly5.2 and 4 × 10^5^ BMMNCs from a competitor recipient (C57BL/6J-Ly5.1) were transplanted retro-orbitally into lethally irradiated (9.5 Gy) recipients (Ly5.1). At 1, 2, 3 and 4 months after BMT, peripheral blood was collected and the percentage of donor-derived cells and their differentiation status were determined using MACSQuant v.2.1.1 (Miltenyi). Then, 40–80 μl of peripheral blood was sampled from the retro-orbital plexus using heparinized glass capillary tubes (Drummond Scientific) and suspended in 1 ml of PBS containing heparin. The blood suspension was centrifuged at 340*g* for 3 min. The supernatant was discarded and the pellet was resuspended in 1 ml of PBS containing 1.2% (w:v) dextran (200 kDa; Nacalai Tesque) for 45 min at room temperature. The supernatant was centrifuged at 340*g* for 3 min and pellets were resuspended in 0.17 M NH_4_Cl solution to lyse residual RBCs for 5–10 min until the suspension became clear. Cells were resuspended in 50 μl of PBS containing 2% FCS with 0.3 μl of Fc-block. Surface antigens were stained using the following antibody panel: Gr1-PE-Cy7, Mac-1-PE-Cy7, B220-APC, CD4-PerCP-Cy5.5, CD8a-PerCP-Cy5.5, CD45.1-PE and CD45.2-FITC; 0.3 μl of each antibody was added per sample. The frequency (%) of donor-derived cells was calculated as follows:

100 × donor-derived (GFP^+^ or Ly5.2^+^Ly5.1^−^) cells (%)/(donor-derived cells (%) + competitor- or recipient-derived (Ly5.2-Ly5.1^+^ or GFP^−^) cells (%)).

Myeloid cells, B cells and T cells were marked by Gr-1^+^ or Mac-1^+^, B220^+^ and CD4^+^ or CD8^+^, respectively. Total cell chimaerism represents the frequency of donor-derived Ly5.2^+^Ly5.1^−^ cells over the frequency of Ly5.2^−^Ly5.1^+^ cells among mononuclear cells. At 4 months after BMT, the frequency of donor-derived cells in BM was determined using one femur and tibia per recipient. After counting BM cells using a TC10 automated counter (BioRad), equal volumes of cell suspensions (20–30% of total volume) from each recipient were pooled and 2 × 10^6^ cells were resuspended in SF-O3 medium containing 0.1% BSA. The cell suspension (200 μl per recipient) was transplanted by retro-orbital injection into lethally (9.5 Gy) irradiated Ly5.1^+^ recipients with a 1-ml syringe and 27-gauge needle. The remaining cells were stained to assess BM chimaerism. Anti-CD150-BV421, anti-CD48-PE, anti-Flt3-APC, anti-lineage (CD4, CD8a, Gr-1, Mac-1, Ter-119, B220)-PerCP-Cy5.5, anti-c-Kit-APC-Cy7, anti-Sca-1-PE-Cy7, anti-Ly5.1-Alexa Fluor-700 and anti-Ly5.2-FITC antibodies were used to detect surface antigens. Then, 1 μl of each antibody was added per sample.

For limiting dilution analysis to estimate the frequency of HSCs, BM cells were collected from the metaphyseal or diaphyseal region of a cohort of four mice, as described above. HSCs were sorted at a density of 1, 3 or 10 cells per well directly into a 96-well, non-treated, U-bottomed plate (Greiner) containing 300 μl of SF-O3 medium with 8 × 10^5^ Ly5.1^+^ whole BM cells. Individual cell suspensions were carefully collected from each well using a 27-gauge, 1-ml syringe (Terumo) and subsequently administered via retro-orbital injection into lethally irradiated (8.5 Gy) Ly5.1^+^ recipient mice. At 3 months posttransplantation, the frequency of donor-derived cells was assessed as detailed above. Mice exhibiting donor-derived cell frequencies >0.1% and the existence of donor-derived B cells, T cells and myeloid cells were considered to be successfully repopulated. The HSC frequency was estimated using the elda package of R software v.1.5.0 (R-project.org).

### TEM analysis

Bone samples were prepared for TEM observation as described previously^48^. Briefly, the tissues were dissected and fixed with 2.5% glutaraldehyde (TAAB Laboratories Equipment Ltd) diluted in 30 mM HEPES buffer (pH 7.4, Sigma-Aldrich) for 16–24 h under rotation at 4 °C. Decalcification was performed with 0.5 M EDTA for 3 weeks at 4 °C under rotation. After 2 h of postfixation with 1.0% OsO_4_ (TAAB Laboratories Equipment Ltd), samples were dehydrated in a series of increasing concentrations of ethanol (70–100%) and then in acetone (Sigma-Aldrich), *n*-butyl glycidyl ether (QY1; Oken-shoji Co. Ltd) and graded concentrations of Epon prepared in QY-1. Samples were then incubated in 100% Epon (100 g of Epon contains 27.0 g of 1-methylnicotinamide, 51.3 g of EPOK-812, 21.9 g of dodecenyl succinic anhydride and 1.1 ml of 2,4,6-tris(dimethylaminomethyl)phenol-30, all from Oken-shoji Co. Ltd) for 72 h at 4 °C to enhance infiltration of the resin. After 72 h of polymerization in 100% Epon at 60 °C, semithin sections (1-μm thick) were prepared with a glass knife and stained with toluidine blue. Ultrathin sections (70-nm thick) were prepared using an ultramicrotome (Leica UC7, Leica Biosystems) with a diamond knife. A slice every ten slices was collected on a copper grid and silicon wafer. Ultrathin sections were stained with uranyl acetate and subsequently with lead citrate for 10 min. Dried sections on copper grids were examined with a transmission electron microscope (JEM-1400plus, JEOL).

### X-ray and micro-CT analyses

Soft X-rays were obtained with Softex type CMB2 (Softex Co.) and micro-computed tomography (CT) images were obtained using a micro-CT apparatus (R_mCT2; Rigaku) under 90 kV and 160 μA with 512 projections per 360°. Micro-CT images were analysed using Tri/3DBON software (Ratoc Systems Engineering).

### Whole-mount Alizarin Red staining

Femurs were collected and incubated overnight in both 100% ethanol and 100% acetone at room temperature. Next, samples were placed in 1% KOH overnight with shaking and in 0.005% Alizarin Red (Sigma-Aldrich, A5533) diluted in 1% KOH for 4 h. Finally, samples were placed in 1% KOH containing 50% glycerol overnight with shaking, imaged and stored in 100% glycerol.

### Mechanical testing

Femurs were obtained immediately after animals were killed, and the femoral epiphyses were cut out. A femoral epiphysis compression test was conducted using a mechanical testing machine (Model TK-252C, Muromachi Kikai Co.). A load was placed at the centre of the bone at a rate of 2 mm min^−1^ until the bone broke. The parameters analysed included stiffness and ultimate force.

### Statistics and reproducibility

Results are expressed as the mean ± s.d. The comparisons between the averages of two groups were evaluated using two-tailed Student’s *t*-test. *P* values < 0.05 were considered statistically significant. For histological analyses, at least three but typically more independent samples were quantified or qualitatively analysed, with each experimental repeat yielding highly similar results. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. PCR genotyping determined group allocation and the investigators were not blinded in this process. Data analysis was performed by different lab members involved in each analysis, to avoid conscious and unconscious bias. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^21,39^. Data distribution was assumed to be normal but this was not formally tested.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-023-01240-7.

### Supplementary information

Supplementary Information Gating strategy for Figs. 1i, 6d and 7a,h.

Reporting Summary

Peer Review File

Supplementary Table 1 Top 100 genes upregulated in type S ECs compared with all clusters.

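The table ranks genes by Seurat's average log fold change, the difference of natural logs of mean normalized expression between type S ECs and other cells, and gives beside it the shares of cells with the gene detected. The copy used here lists 99 genes. Computed in the same way for cluster 11 against all other cells, Ly6c1 had the largest value, 1.17, and Ly6a ranked 7 at 0.968. The leading genes also included Icam2, an adhesion molecule, the glycolytic gene Gapdh and the ribosomal protein gene Rpl41. The paper's reported values are 1.26 for Ly6c1 and 0.992 for Ly6a. Ly6c1 was detected in 92.3% of the cells of cluster 11 and 27.0% of the other cells, where the paper's reported shares are 89.5% and 29.0%. Against the other endothelial cells alone, the leading genes were Hba-a1, Hbb-bs, Col1a1, Col1a2, Cd79a and Vpreb3, that is, haemoglobin, type I collagen and B cell genes.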

Supplementary Video 1 Micro-CT angiography of the knee joint.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

## Data Availability

Sequencing data that support the findings of the present study have been deposited in the Gene Expression Omnibus under accession no. GSE163451. All other data supporting the findings of the present study are available from the corresponding author upon reasonable request. The URL directing the site of Gene Expression Omnibus (GSE163451): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163451. Source data are provided with this paper.

# Supplementary material for: Spatial heterogeneity of bone marrow endothelial cells unveils a distinct subtype in the epiphysis
**Source:** Nat Cell Biol. 2023 Oct 5;25(10):1415–25. doi: 10.1038/s41556-023-01240-7

# **Spatial heterogeneity of bone marrow endothelial cells unveils a distinct subtype in the epiphysis**

---

In the format provided by the  
authors and unedited

---

**Fig. 1i**

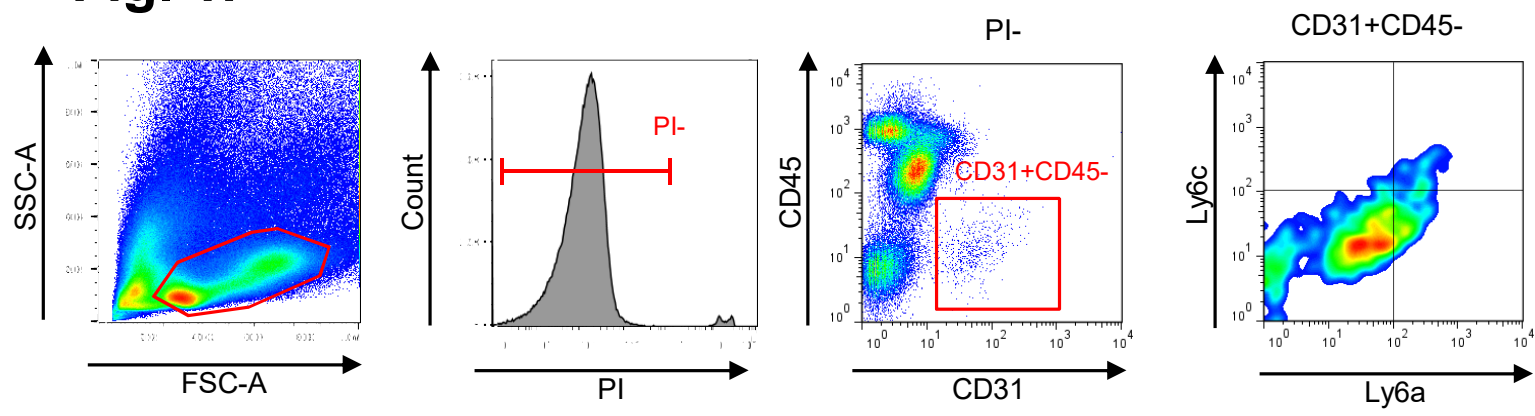

**Fig. 6d**

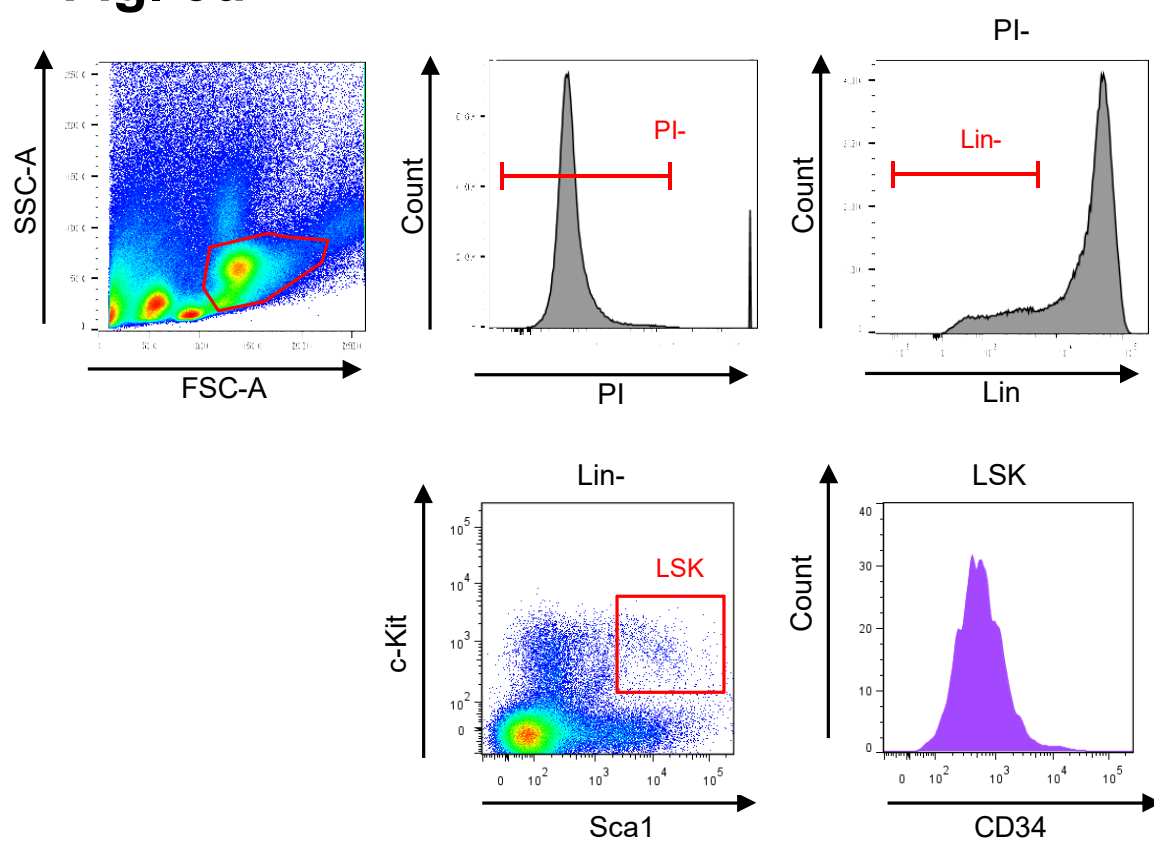

**Fig. 7a**

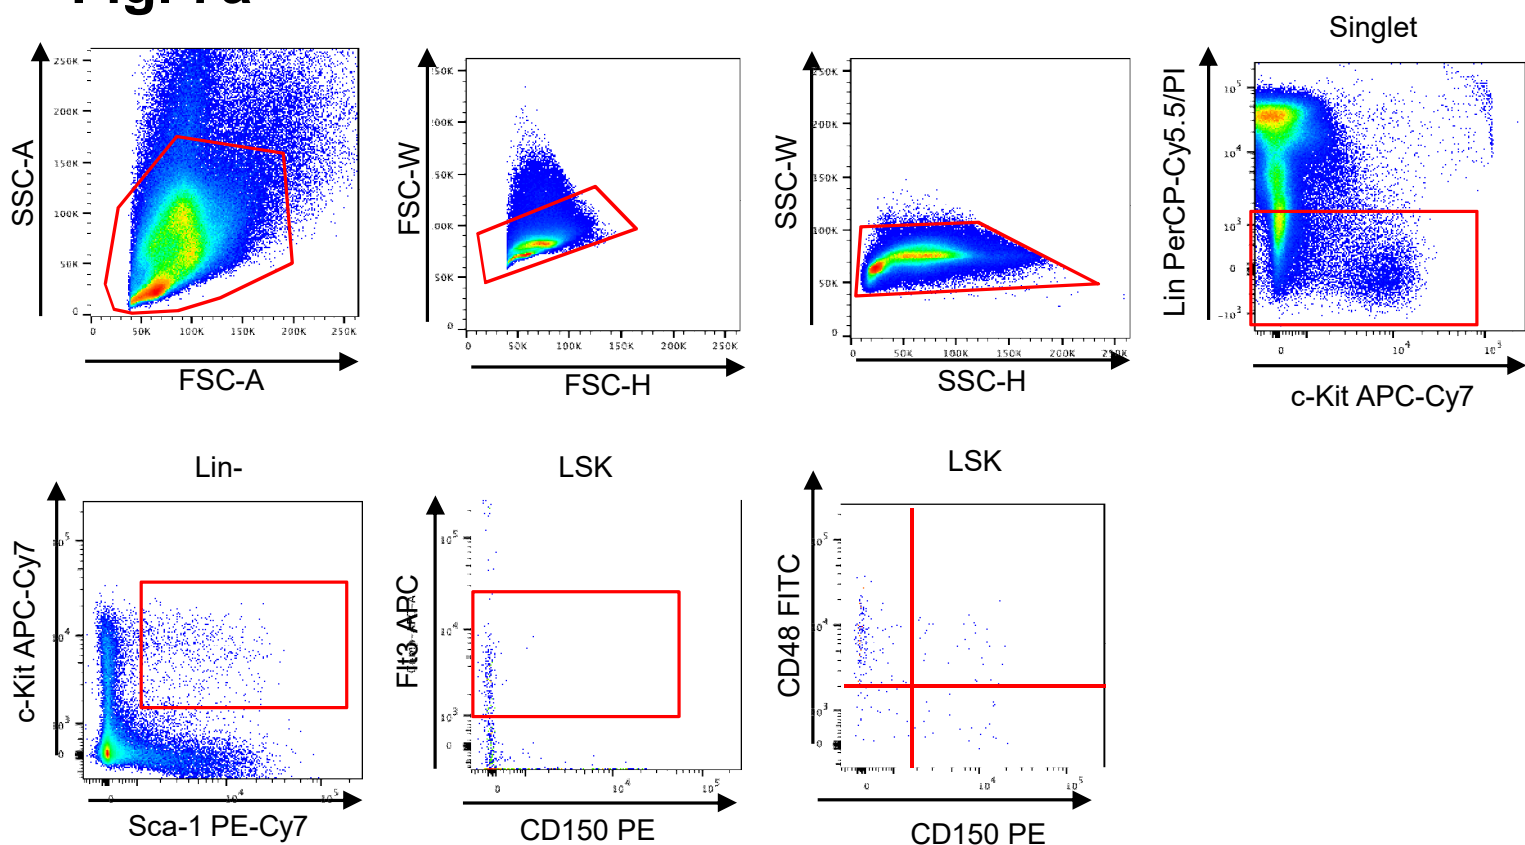

**Fig. 7h**

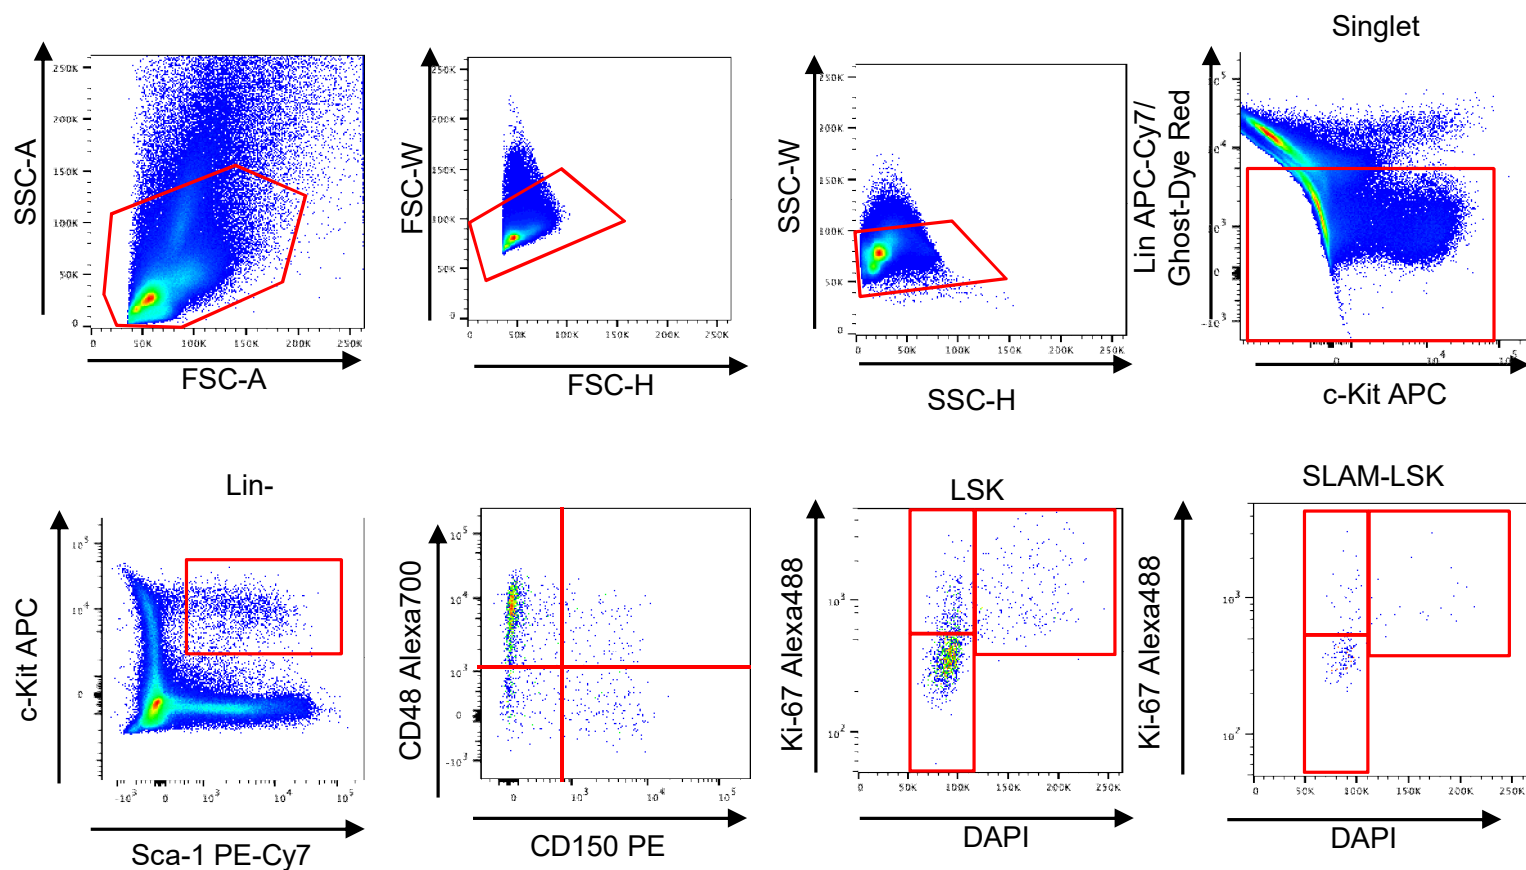

**Supplement:** Supplementary file 1 — Gating strategy for Figs. 1i, 6d and 7a,h.

# Supplementary material for: Spatial heterogeneity of bone marrow endothelial cells unveils a distinct subtype in the epiphysis
**Source:** Nat Cell Biol. 2023 Oct 5;25(10):1415–25. doi: 10.1038/s41556-023-01240-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FV10-ASW 3.0 Viewer (Olympus), Strand NGS software v3.3 (Strand Life Sciences), Cell Ranger 3.0 software (10xGenomics) FACS Aria II and FACS Aria IIIu instrument (BD Biosciences).                                 |
| Data analysis   | FV10-ASW 3.0 Viewer (Olympus), Image J Software 1.46 (NIH), Seurat package v3.5.2 (Seurat), FlowJo TM v10.8.1 (BD Bioscience), elda package of R software ver 1.5.0 (R-project.org), MACSquant ver 2.1.1 (Miltenyi) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

For scRNAseq data, raw data is available in GEO (GSE163451). There is no restriction on data availability. Mus musculus (house mouse) genome assembly GRCm38

(mm10) from Genome Reference Consortium Numerical is available in [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/). Numerical source data are provided with this study. All the other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to calculate sample size. Sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups. For histological analyses in Figs. 1, 2, 3, 4, 5, 6, and Extended Data Figure 1, 2, 3, 4, 5, 6, 7 at least three, but typically more, independent samples, were quantified or qualitatively analysed with each experimental repeat yielding highly similar results. Experimental animals were always compared to litter mate controls. For single cell RNA-seq (Fig. 1, 4, 5, and Extended Data Figure 1), the sample sizes were the maximum number of cells we could isolate from 20 mice. For Flow cytometry analysis (Fig. 1i), the sample sizes were the maximum number of cells we could isolate from 10 mice. For Flow cytometry analysis (Fig. 7), the sample sizes were the maximum number of cells we could isolate from 6 mice. The number of cells analyzed were sufficient because their numbers were high and isolated from all bones. No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications (Okabe et al., 2014; Tai-Nagara et al., 2020). Data distribution was assumed to be normal but this was not formally tested. |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | We have reproduced all our results in a minimum of three independent experimental repeats and using independent samples. Many experiments were repeated independently by two investigators in the lab, in particular experiments shown in Fig. 1, 2, 3, 4, 5, 6, 7, and Extended Data Figure 1, 2, 3, 4, 5, 6. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | Randomization was not required for our mouse studies because we determined the genotype using genomic PCR before the experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | PCR genotyping determined group allocation, and the investigators were not blinded in this process. Data analysis was performed by different lab members involved in each analysis, to avoid conscious and unconscious bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

The primary monoclonal antibodies used were, CD31 (Abcam; Cambridge, UK, ab119341; 1:1000), Runx2 (Abcam; ab192256; 1:500), ASMA (Sigma–Aldrich, Saint Louis, MO, USA, A5228; 1:200), Ly6a (BD; 553333; 1:500), anti-CD150 (BioLegend, San Diego, CA, USA; 115905; 1:200), and Endomucin (Santa Cruz; Santa Cruz, CA, USA; sc-65495; 1:500). The primary polyclonal antibodies used were as follows: GFP-Alexa Fluor 488-conjugated (Molecular Probes, Eugene, OR, USA, A21311; 1:500), c-Kit (R&D Systems, Minneapolis, MN, USA, AF1356; 1:500), Sp7/Osterix (Abcam; ab22552; 1:500), Cathepsin K (Abcam; ab19027; 1:500), VEGFR3 (R&D; AF743; 1:1000), CGRP (SIGMA; C8198; 1:8000), and anti-Erg (Abcam, ab92513, 1:2,000). Secondary antibodies used were Alexa Fluor 488-conjugated IgGs (Molecular Probes, A11034, A11006, A11055; 1:500) or Cy3/Cy5 DyLight549/DyeLight649-conjugated IgGs (Jackson ImmunoResearch, West Grove, PA, USA, 711-165-152, 112-165-167, 127-165-160, 711-605-152, 112-605-167, 127-605-160; 1:500). For nuclear staining, specimens were treated with 4',6-diamidino-2-phenylindole (DAPI; Molecular Probes, D-1306). For Flow cytometry analysis, we used the following antibodies. FITC-conjugated anti-CD31 antibodies (Biolegend; 102506; 1:200), APC-conjugated anti-CD45 antibodies (Biolegend; 103112; 1:200), PE-conjugated anti-Ly6a antibodies (Biolegend; 122507; 1:200), and APC/Cy7-800 conjugated anti Ly6c antibodies (Biolegend; 128025; 1:200).

## Validation

All antibodies were sold by the manufacturer with validation data and citations, and they detected the specified targets in our study as expected. Specificity was confirmed by obtaining the expected pattern of tissue staining with the respective antibodies.

All commercially available antibodies are routinely tested by the manufacturers.

-CD31 (Abcam; Cambridge, UK, ab119341; 1:1000). It has been successfully used for IF in the mouse mesentery by Deng Muller's group (doi: 10.1084/jem.179.3.1059).

-Runx2 (Abcam; ab192256; 1:500). It has been successfully used for IF in the mouse dura by Elizabeth Engles's group (doi: 10.1016/j.devcel.2017.07.027.).

-ASMA (Sigma–Aldrich, Saint Louis, MO, USA, A5228; 1:200). It has been successfully used for IF in the mouse carotid artery by Adria Giacca's group (doi: 10.1161/ATVBAHA.109.185447).

-Ly6a (BD; 553333; 1:500). It has been successfully used for IF in the mouse bone marrow by Ralf Adams's group (doi:10.1038/nature17638).

-anti-CD150 (BioLegend, San Diego, CA, USA; 115905; 1:200). It has been successfully used for IF in the mouse bone marrow by Paul Frenette's group (doi: 10.1038/nature12612.).

-Endomucin (Santa Cruz; Santa Cruz, CA, USA; sc-65495; 1:500). It has been successfully used for IF in the mouse bone marrow by Ralf Adams's group (doi:10.1038/nature17638).

-GFP-Alexa Fluor 488-conjugated (Molecular Probes, Eugene, OR, USA, A21311; 1:500). It has been successfully used for IF in the mouse bone marrow by Ralf Adams's group (doi:10.1038/nature17638).

-c-Kit (R&D Systems, Minneapolis, MN, USA, AF1356; 1:500). It has been successfully used for IF in the mouse bone marrow by Paul Frenette's group (doi: 10.1038/nature12612.).

-Sp7/Osterix (Abcam; ab22552; 1:500). It has been successfully used for IF in the mouse bone marrow by Ralf Adams's group (doi:10.1038/nature13145).

-Cathepsin K (Abcam; ab19027; 1:500). It has been successfully used for IF in the mouse digits by Ken Muneoka's group (doi: 10.1016/j.ydbio.2022.03.007).

-VEGFR3 (R&D; AF743; 1:1000), CGRP (SIGMA; C8198; 1:8000). It has been successfully used for IF in the mouse bone marrow by Ralf Adams's group (doi:10.1038/nature13146).

-anti-Erg (Abcam, ab92513, 1:2,000). It has been successfully used for IF in the mouse lung by Ralf Adams's group (doi:10.1038/s41467-017-01738-3).

-FITC-conjugated anti-CD31 antibodies (Biolegend; 102506; 1:200). It has been successfully used for flowcytometry in the mouse bone marrow by Ralf Adams's group (doi:10.1038/nature17638).

-APC-conjugated anti-CD45 antibodies (Biolegend; 103112; 1:200). It has been successfully used for flowcytometry in the mouse bone marrow by Ralf Adams's group (doi:10.1038/nature17638).

-PE-conjugated anti-Ly6a antibodies (Biolegend; 122507; 1:200). It has been successfully used for flowcytometry in the mouse bone marrow by Rubinsztein DC's group (10.1038/ncomms10533).

-APC/Cy7-800 conjugated anti Ly6c antibodies (Biolegend; 128025; 1:200). It has been successfully used for flowcytometry in the mouse bone marrow by Rubinsztein DC's group (10.1038/ncomms10533).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The strains (Cdh5-BAC-CreERT2, Osx-CreERT2, Fvegr2-flox, Dll4-flox, Col1a1-flox, CAG-LSL-EGFP, Vegfr1-BAC-DsRed, Vegfr2-BAC-GFP, Rbpj-flox, Csf1op/op, Cxcl12+/DsRed) have all been published previously and are described in the methods section with appropriate references. Mice at P7, P11, P13, P18, P28, P35, 3Mo, 4Mo, and 6Mo. Ages of mice used in each experiment are specified in the figures and figure legends. Mouse cages were well ventilated, softly lit and subject to a 12h light/dark cycle. The relative humidity were kept at 45 to 65%. Mouse rooms and cages were kept at a temperature range of 20-24oC. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | The vast majority of work was carried out with neonatal materials of unknown sex, but, based on Mendelian genetics, all material would be comprised of equal proportions of male and female tissues, as none of the strains we have used have reported sex-related lethality that would eliminate one or the other sex from litters. The sex of the tissues has been recorded and can be provided if required, but is considered not relevant in the context of our study.                                                                                                                                                        |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | Animal experiments were approved by the Institutional Animal Care and Use Committee of Keio University (protocol number A2021-003) and were performed in accordance with the Guidelines of Keio University for Animal and Recombinant DNA Experiments (protocol number D2005-044).                                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Femurs from wild-type mice at postnatal 12 weeks were collected in PBS+2%FCS. Epiphysis, and metaphysis were crushed separately, and diaphysis was flushed to collect bone marrow cells                                                                                                                                                                                                                                                                                          |
| Instrument                | Cell sorting was performed using a FACS Aria II, FACS Aria IIIu instrument (BD Biosciences). or SH800S (SONY)                                                                                                                                                                                                                                                                                                                                                                    |
| Software                  | Data were analyzed with FlowJo software (Treestar)                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance | Post-sorted cells were immediately re-analyzed to confirm the validity and purity (>95%) of each sorting.                                                                                                                                                                                                                                                                                                                                                                        |
| Gating strategy           | Debris and dead cells were excluded by forward and side scatter and a negative gate for propidium iodide staining. Percentages of cell doublets/aggregates were checked by FSC-A vs. FSC-W, and SSC-A vs. SSC-W plots. In all FACS studies, we routinely included unstained control samples and compensation tubes. Using these negative and positive control tubes, we set fluorescence voltages and the compensation matrix according to the instructions of the manufacturer. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

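CD31+CD45- cells of the epiphysis, metaphysis and diaphysis of femurs of mice at postnatal day 11 were measured by droplet single-cell RNA-seq, with 1 library per fragment and 20 mice in all according to the paper. The authors deposited, for each library, a matrix of counts of UMIs per gene and barcode, which they had made with Cell Ranger 3.0.2 on mm10 according to the submitters' processing notes. The counts are not normalized, and the barcodes are those the authors' processing called cells. The paper names Seurat and Wilcoxon's rank-sum test for the analysis, but its text does not name the cell filter, the number of components or the resolution.

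From these counts, barcodes with at least 200 genes and genes in at least 3 cells were kept. The 3 libraries were merged without integration and clustered in Seurat 5.3.0 (R 4.3.3) with log normalization, 2000 variable features, 30 principal components, 20 neighbours and Louvain resolution 0.8. No mitochondrial filter was applied. Doublets were called per library with Scrublet in scanpy 1.11.5 at an expected rate of 5%. It marked 62 of 155 epiphysis, 4 of 830 metaphysis and 0 of 2248 diaphysis barcodes. Because of these uneven counts its calls were not used in the main clustering, and doublets were left out only as an alternative. Whether the calls were right was not tested. Cluster 11 held 46 of the marked epiphysis barcodes.

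Clusters were named from marker lists fixed before the data were examined, but the rule that applies them was set afterwards. A cluster was taken as led by mitochondrial genes with at least 5 of them among its 10 leading genes, and as a non-endothelial type with at least 3 markers of it among its 20 leading genes. Others were endothelial if 14 endothelial markers summed to at least 50% of the median over clusters. Type S cells were taken by origin, as endothelial clusters with more than 50% of cells from the epiphysis library, which gave cluster 11. Sinusoidal-like clusters had at least 33.3% of the highest level of both Stab2 and Vcam1. The counterpart of type H ECs was an endothelial cluster with more than 50% of cells from the metaphysis and with Efnb2, Sox17 and Aplnr above the sinusoidal-like clusters. Clusters with a median depth under 33.3% of their libraries' median stayed unnamed. Cluster 3 fell under this threshold and held 51.1% of the epiphysis, 11.2% of the metaphysis and 15.8% of the diaphysis barcodes of endothelial clusters. With 17.7% of its cells from the epiphysis and 16.9% from the metaphysis, it also missed the 50% set for type S and type H. Cluster 1, set apart by the mitochondrial rule, held 0% of the epiphysis, 12.2% of the metaphysis and 17.8% of the diaphysis barcodes.

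UMIs were summed per cluster and given as CPM over all genes. Ratios of CPM have exact conditional intervals, CPM exact Poisson intervals and shares exact Clopper-Pearson intervals at 95%, from scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15. Medians of gene lists use CPM + 1 and members with at least 10 UMIs over both groups. In data simulated without a difference for cluster 11 against cluster 4, the intervals held the true ratio for 96.9% of 10830 genes. They held it for 95.0% of 100 genes simulated 4 times lower and 98.0% of 100 genes simulated 4 times higher. This coverage is for counting error only. It does not extend to genes whose UMIs lie in few cells, such as Cxcl12 in cluster 4 (71 UMIs in 9 of 322 cells).

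The genes named are those the paper names for these data and, for cluster 11 against cluster 4 and against the sinusoidal-like clusters, the 10 with the largest and the 10 with the smallest ratio of CPM + 10 among genes with a UMI in at least 25% of the cells of the higher group, plus examples from the lists. The top genes of Supplementary Table 1 had been seen before. Shares of cells with a UMI were also computed after thinning each cell to 2000 UMIs. Gene coordinates come from GENCODE M21, which uses the same build, and all 346 genes named were matched by identifier. Alternatives changed the resolution, the variable features, the cell filter, the doublets, the weighting of cells, the totals behind CPM, the depth, the groups compared and barcodes with osteoblast or cartilage RNA. Flow cytometry, staining, qPCR and knockout mice in the paper come from other samples and were not analysed here.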

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

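Of the tests below, those on shallow and deep barcodes of cluster 11, on cluster 3 against cluster 11, on the profiles of osteoblast- or MSC-like cells, on the myeloid-like cluster's mitochondrial share and on the genes of a lesser copy in its own partner were chosen after the result was seen, as was the way of computing the interval for barcodes without osteoblast or cartilage RNA.

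Several genes that the paper does not discuss for these cells were more abundant in cluster 11 than in cluster 4. Among the 10 genes with the largest ratio by the rule for named genes were the neutrophil genes S100a8 (612 CPM against 10.7), S100a9 (515 against 9.42), Camp (268 against 1.05), Stfa1 (229 against 1.46) and BC100530 (193 against 1.46), and the haemoglobin genes Hba-a1 (594 against 4.81) and Hba-a2 (254 against 1.67). Counting intervals did not overlap for any of these 7 genes. Red blood cells and CD45-positive neutrophils should have been removed by lysis and by the sort. Col1a1 stands among these 10 beside genes of blood cells, which raises the question of whether its UMIs were transcribed in epiphyseal ECs or came from other cells. The doublet caller marked 46 of the 65 cells of cluster 11, and doublets were not tested as a source of this RNA. The paper reports thin and sparse collagen around epiphyseal vessels and less epiphyseal mineral in mice with endothelial-specific Col1a1 knockout. These mice are separate evidence for type I collagen from ECs, which the counts do not address.

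In the epiphysis barcodes of cluster 3, Col1a1 CPM was 3.10 times that of cluster 11 (2.56 to 3.74) and Col1a2 3.48 times (2.75 to 4.40). There S100a8 was 3.41 times (2.85 to 4.07), Hbb-bs 2.22 times (1.87 to 2.63) and Cdh5 1.13 times (0.898 to 1.42). For both collagen genes this argues against transcription at 1 level in both clusters as the only source. Free RNA spread evenly over barcodes would give the ratio of depths, 4.17. The interval of Col1a2 holds 4.17. That of Col1a1 lies below 4.17, but so do those of S100a8 and Hbb-bs, which ECs should not transcribe. The ratio of depths is thus no firm reference for free RNA between the clusters. For both collagen genes, free RNA between the clusters therefore stays open. Within cluster 11, the ratio of the shallower to the deeper barcodes was 1.23 for Col1a1 (0.952 to 1.59) and 1.10 for Col1a2 (0.782 to 1.53). Both intervals lay below the ratio of depths of 1.63, which argues against even free RNA within that cluster. Hbb-bs, which ECs should not transcribe, was at 1.58 (1.28 to 1.94) and S100a8 at 1.38 (1.08 to 1.77), with both intervals holding 1.63. Between the clusters, however, Hbb-bs and S100a8 fell short of the ratio of depths, and the interval of Col1a1 within cluster 11 holds 1. Endothelial genes were below 1 within cluster 11, with Cdh5 at 0.885 (0.701 to 1.11) and Emcn at 0.877 (0.755 to 1.02). Ly6a was at 0.730 (0.551 to 0.958) and Ly6c1 at 0.656 (0.516 to 0.829), so 1 is not a firm reference for transcription there. The interval of Col1a1 overlaps those of Cdh5, Emcn and, narrowly, Ly6a, but not that of Ly6c1. Free RNA spread less evenly and transcription of a part of the UMIs both stay open. Without barcodes that had a UMI of 7 osteoblast or cartilage genes, Col1a1 CPM was 0.793 times that of all barcodes (0.696 to 0.886) in the epiphysis part of cluster 3. This lies above the lower limit set before the test, but the interval computed first, from the screened barcodes alone, left the question open. These 68 barcodes had a median of 1332.5 UMIs and held 7 UMIs each of the osteoblast genes Bglap and Ibsp, so carriers can be missed. Barcodes with a UMI of the 7 genes held more Col1a1 than those without, 2794 against 1422 CPM. In cluster 11 the value was 0.725 times (0.621 to 0.832), an interval that spans the limit. In neither cluster can RNA carried by a part of the barcodes be told apart from the other sources. Relative to Col1a1, the abundant genes of the whole osteoblast-, MSC- or mural-like cluster had a median level in cluster 11 of 0.190 (upper quartile 0.638), which argues against RNA of that mixture, but a version restricted to its 16 cells with at least 2 Ibsp UMIs, chosen later, gave 0.718 (quartiles 0.429 and 1.53), so RNA of osteoblast-like cells stays open, and these profiles come from other fragments.

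The epiphysis library had a low mitochondrial and a high ribosomal protein share. A filter on the mitochondrial share before deposit would leave other libraries alike below the epiphysis maximum of 2.77%, but barcodes of the other libraries under it had a median 2.29 times that of the epiphysis. Depth of the cells is argued against by barcodes with 4000 to 10000 UMIs, where the ribosomal protein share of cluster 11 was 1.51 times that of cluster 4. A difference of the whole library cannot be told apart from a difference of the ECs, since the mitochondrial share of epiphysis barcodes in the myeloid-like cluster was 0.580 times that of the other libraries, between the bounds set, and those barcodes also held endothelial RNA. The ribosomal protein share of those barcodes was 18.7%, against 10.7% in the myeloid-like barcodes of the other libraries. This is the direction that a difference of the whole library would give, with the same limit of endothelial RNA. A biological difference of epiphyseal ECs remains untested.

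Barcodes held by 2 libraries numbered 485. The lesser copy had a median of 5.47% of its partner's UMIs, and a median of 97.9% of its genes were also found in the partner, against 75.2% in the 5 other barcodes of nearest depth in the partner library. This argues against chance draws of 1 barcode for different cells and is consistent with reads of 1 library counted in another. No biological explanation was tested, and the counts do not show at which step this arose.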

How the results depend on the processing

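Alternatives that leave out lesser copies, or that change which clusters count as endothelial, were chosen after the data were seen. All ratios of Ly6a, Ly6c1, Col1a1 and Col1a2 kept their direction wherever a value could be had. Of 61 values under alternatives set before the data were examined, 46 stayed within the counting interval (or within 1.5 times for the number of clusters), as did 14 of 22 under the added ones. Of 11 further values for single genes under the former, 10 moved. The share of epiphysis ECs in epiphysis-majority clusters depended most on processing. It was 0% at Louvain resolution 0.4 and 0% without barcodes called doublets, where no ratio could be had, 97.7% with the study's genes kept among the variable features, 97.8% without lesser copies, 97.7% with the stricter filter as well, and 95.4% with unnamed clusters not counted. With the study's genes kept, 77.6% of the cells of such clusters came from the epiphysis, and Col1a1 and Col1a2 had log2 ratios of 5.42 and 5.35. Without lesser copies these were 5.39 and 5.36, and with the stricter filter as well 5.82 and 5.70, with Ly6a at 2.09. Grouping by library alone gave 1.69 for Ly6a, 1.55 for Ly6c1 and 0.63 for the median of 5 niche factors. Thinning gave 1.60 for Ly6a, 1.45 for Ly6c1 and 4.10 for Col1a2, and equal weight per cell 1.98 and 1.48 for Ly6a and Ly6c1. Leaving out barcodes with osteoblast or cartilage RNA gave 4.46 for Col1a1. The cause of these shifts was not tested. The 716668 UMIs of the epiphysis library limit what can be seen of genes with few UMIs. No paired analysis was possible because each fragment has 1 library, and no difference between fragments was tested.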

Differences from the paper's values

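For Col1a2, the paper's average log fold change of type S ECs against all clusters in Supplementary Table 1 is 0.741, and the value for cluster 11 against all other cells was 0.0529. Against the other endothelial clusters only, an alternative set before the data were examined, it was 1.13, which also differs from the paper's value. The paper also describes Col1a1 as raised in type S ECs, in a comparison that its text gives as with EC clusters and the title of its table as with all clusters. Against the other endothelial clusters Col1a1 was at 1.38 (rank 3), the paper's direction, and against all other cells, which include the osteoblast-, MSC- or mural-like cluster, at -0.113 (rank 4955 of 7628 genes). It is not among the 99 genes of the copy used. The shares of cells with a UMI of Col1a2 were close, with 69.2% in cluster 11 and 8.36% in other cells, where the paper's values are 75.2% and 7.70%.

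By average log fold change, the paper's text ranks Ly6a at no. 1 and Ly6c1 at no. 8, whereas against all other cells Ly6a ranked 7 and Ly6c1 ranked 1, the same places as in the copy of Supplementary Table 1. Against the other endothelial clusters only, Ly6a ranked 23, which differs from the paper's 1, and Ly6c1 ranked 7, which is within 1.5 times of the paper's 8. The number of EC clusters was 9, where the paper's is 11. It was 11 at Louvain resolution 1.2 and 7 at resolution 0.4. With the study's genes kept it was 8, without called doublets 8 and with the stricter filter 9. Without lesser copies it was 7, and 8 with the stricter filter as well. It was also 11 with the clusters led by haemoglobin or mitochondrial genes counted, an alternative chosen after the data were seen.

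The paper describes type S ECs as coming from the epiphysis alone, and 3 of the 65 cells of cluster 11 were metaphysis barcodes, all of them lesser copies of diaphysis barcodes. With lesser copies left out before clustering, the clusters with most cells from the epiphysis held 141 cells, 8 of them from the metaphysis and 2 from the diaphysis. It gives type H ECs the highest levels of Efnb2 and Sox17 among capillary subtypes. Here Efnb2 was higher in cluster 4 (68.8 CPM) than in cluster 11 (52.1 CPM), but Sox17 was not (58.6 against 74.8 CPM), and neither difference exceeded counting error. The paper also names venous and non-sinusoidal type L clusters, for which no cluster could be named here, and names rebuilt from markers can differ from the paper's for that reason.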

Other observations

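Genes of antigen presentation and interferon response were mostly higher in cluster 11 than in cluster 4, with 11 of 12 measured members higher (9 beyond counting error) and a median log2 ratio of 1.18 (percentile 100 of random lists matched on expression). H2-D1, a class I histocompatibility gene, stood at 905 against 409 CPM (log2 ratio 1.14, 95% interval 0.99 to 1.30), and Ifitm3, an antiviral membrane protein, at 2022 against 980 CPM (1.05, 0.94 to 1.15). Cd74, at 43.1 against 0.209 CPM, is also a gene of B cells, whose marker Cd79a was in 41.5% of the cells of cluster 11. Lrg1, a gene of venous and inflamed endothelium, was at 896 against 183 CPM (2.29, 2.12 to 2.47).

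Of 5 measured VEGF receptor and neuropilin genes, 4 were lower in cluster 11 than in cluster 4 beyond counting error, and Flt4 was within it (median log2 ratio of the list -0.98, percentile 1.38 of such random lists). Flt1, which encodes Vegfr1, stood at 463 and 916 CPM (-0.99, -1.20 to -0.78), Kdr (Vegfr2) at 424 and 778 CPM (-0.88, -1.10 to -0.66) and Flt4 (Vegfr3) at 220 and 228 CPM (-0.05, -0.37 to 0.25). Between all endothelial cells of the epiphysis and metaphysis libraries, 4 of the 5 were lower and 1 higher in the epiphysis, all beyond counting error (median -0.63). The higher gene was Flt4, at 257 CPM (218 to 302) against 199 CPM (189 to 209). In cluster 11 Cdh5 (760 against 1343 CPM) and Pecam1 (540 against 784 CPM) were also lower than in cluster 4. Emcn was higher (1787 against 1524 CPM), and the 14 endothelial markers summed to 11150 against 9574 CPM. In the epiphysis ECs Cdh5 was at 833 CPM against 1266 CPM in those of the metaphysis, with 8 of the 14 markers higher and 6 lower. Whether the fall is specific to VEGF receptors was not tested. The paper's Vegfr reporter mice are other samples.

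Of the 10 genes that were lowest in cluster 11 relative to cluster 4 by the rule for named genes, 7 were mitochondrial, with log2 ratios from -3.17 (mt-Nd5) to -2.44 (mt-Co2). These also included mt-Atp6, mt-Nd2, mt-Nd1, mt-Co1 and mt-Nd4. The others were Arid4a and Ccdc152, with 0 UMIs in cluster 11 and 270 and 255 in cluster 4, and Ulk4, with 2 and 348 UMIs (-4.01, -7.06 to -2.14). Against the sinusoidal-like clusters, the genes with the largest ratios were Col1a1, S100a6, Col1a2, Gja4, Ptn, Cd79a, Crip1, Cd34, Vpreb3 and Ly6c1, and those with the smallest were Ccdc152, Col6a3, Adamts5, Cdkl1, Zfpm2, Cxadr, Arid4a, Clca3a1, Adgrg6 and Gpm6a. Arid4a and Ccdc152 had 0 UMIs in cluster 11 here as well, against 945 and 2000 in the sinusoidal-like clusters.

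A UMI of both Ly6a and Ly6c1, the pair whose products the paper stains by flow cytometry in other samples, was present in 60.2% of the endothelial barcodes of the epiphysis (95% interval 51.3% to 68.5%), 35.9% of the metaphysis (32.0% to 39.9%) and 9.53% of the diaphysis (8.13% to 11.1%). After thinning to 2000 UMIs the shares were 41.5%, 12.8% and 3.17%, with 51, 63 and 386 barcodes left out. The pair was also present in 95.2% of the 21 epiphysis barcodes of the myeloid-like cluster (57.1% after thinning) and in 0 of the 105 of the other fragments, but those 21 barcodes all held Cdh5 too and so give no background free of ECs.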
